# Cancer cell sedimentation in 3D cultures reveals active migration regulated by self-generated gradients and adhesion sites

**DOI:** 10.1371/journal.pcbi.1012112

**Published:** 2024-06-11

**Authors:** Nikolaos M. Dimitriou, Salvador Flores-Torres, Maria Kyriakidou, Joseph Matthew Kinsella, Georgios D. Mitsis

## Abstract

Cell sedimentation in 3D hydrogel cultures refers to the vertical migration of cells towards the bottom of the space. Understanding this poorly examined phenomenon may allow us to design better protocols to prevent it, as well as provide insights into the mechanobiology of cancer development. We conducted a multiscale experimental and mathematical examination of 3D cancer growth in triple negative breast cancer cells. Migration was examined in the presence and absence of Paclitaxel, in high and low adhesion environments and in the presence of fibroblasts. The observed behaviour was modeled by hypothesizing active migration due to self-generated chemotactic gradients. Our results did not reject this hypothesis, whereby migration was likely to be regulated by the MAPK and TGF-β pathways. The mathematical model enabled us to describe the experimental data in absence (normalized error<40%) and presence of Paclitaxel (normalized error<10%), suggesting inhibition of random motion and advection in the latter case. Inhibition of sedimentation in low adhesion and co-culture experiments further supported the conclusion that cells actively migrated downwards due to the presence of signals produced by cells already attached to the adhesive glass surface.

## Author summary

Cell sedimentation in 3D cultures can have both advantageous and unwanted effects. On the one side, the loss of the 3rd dimension is undesirable in a 3D culture. On the other side, it can reveal interesting migration phenomena given that passive mechanisms such as gravity are not potential contributors. In this work, we examined the phenomenon of sedimentation by combining 3D cultures and spatiotemporal mathematical modelling. We found that passive mechanisms such as gravity and matrix compression are not sufficient to bring the cells at the bottom. Our analysis showed that the cells actively migrate towards the bottom and in a collective manner, suggesting the presence of chemotactic gradients produced by cells already attached to the glass surface.

## 1 Introduction

The use of 3D culture techniques in cancer research yields significant potential as these cultures have provided more realistic conditions of cancer growth in terms of morphology, gene expression, related biochemical processes, and altered drug toxicity compared to conventional 2D cultures. Current research on biomaterials [1, 2] on the surrounding environment of tumours, as well as bioprinting techniques [3] has enabled researchers to study various phenomena accompanying cancer growth, such as cellular aggregation, migration, and tissue expansion, along with the impact of the composition and geometry of the extracellular matrix (ECM) [4–7].

Furthermore, the *in silico* investigation of cancer growth using mathematical models allows for testing a wide array of scientific hypotheses at a considerably lower cost than biological experiments [8–10]. In this context, spatiotemporal models of cancer growth can be divided into three general categories; discrete (e.g., agent-based models), continuum (Partial Differential Equations, PDEs), and hybrid models [11, 12]. Discrete models can provide information on individual cell processes and tissue microarchitecture [13]. Continuum models have been widely used to describe the macroscopic aspects of tumour growth, albeit lacking experimental validation in many cases [14, 15]. More recently, they have been used to achieve a more detailed quantitative description of the macroscopic characteristics of spatiotemporal cancer growth and its response to therapy under both *in vitro* [16–19] and *in vivo* conditions [20–26]. Hybrid models attempt to provide a multiscale description of cancer growth by incorporating both continuous and discrete variables [27–29]. Tweedy et al. [30, 31] utilized experiments and hybrid discrete-continuum (HDC) models of chemotactic migration to investigate the role of self-generated chemotactic gradients in cancer migration.

Although there is growing literature on spatiotemporal models of cancer, their validation using experimental data is still relatively limited, yet important for quantitatively describing cancer-related mechanisms [32–40]. Model validation in cancer has previously been investigated in both forecasting [32, 41] and exploratory studies [42–48] of cancer growth using ODEs and PDEs. Recently, we also expanded validation to hybrid models using an integrated experimental and computational framework for the calibration and validation of hybrid models with 3D cell culture data using Bayesian inference and spatial statistical analysis techniques [49]. This framework enabled us to validate multiscale models using an efficient scale splitting technique that allows the preservation of data points for both calibration and validation.

In the present study, we focused on cell sedimentation in 3D cultures. We aimed to provide mechanistic explanations for its occurrence using an integrated multi-scale experimental and mathematical modelling approach. Sedimentation is defined as the phenomenon of cell migration towards the bottom of the culture space. It is generally undesirable because it alters the behaviour of the cells turning from 3D to 2D phenotypes [50], resulting in an early termination of the experiment or the need for alteration of hydrogel stiffness. The understanding of this phenomenon can potentially impact two major research fields. On the one hand, it can lead to better experimental design. In some cases, such as in spheroid formation assays, sedimentation can be an unwanted behavior [51], hence it is important to prevent it if possible. On the other hand, 3D migration assays can lead to important findings on the mechanobiology of cancer progression [6, 7, 16, 52, 53]. Another potential utility of sedimentation assays, is that they resemble a 3D analog of the 2D wound healing assays where the cells exhibit their migration potential by converging to the bottom instead of filling the gap in the 2D case. This phenomenon has been previously observed by [51] and interpreted as the result of cells moving towards the path of least resistance. In our recent study [49], we concluded that a self-generated chemotactic gradient mechanism of migration towards adhesion sites may also be plausible. Here, we provide a comprehensive experimental and mathematical examination of this hypothesis in 3D cultures of triple-negative breast cancer (TNBC) cells. Specifically, we examined the role of active and passive migration mechanisms, their relation to the gene expression profiles of the cells using bulk RNA-seq data at various time-points and during paclitaxel treatment, the validity of the self-generated chemotactic gradient hypothesis, and the importance of adhesion sites.

## 2 Results

In this section, we first present the effect of Paclitaxel on the inhibition of migration as well as the transcriptomic profile of the cells. We then proceed to formulate the hypothesis of migration, and we examine its validity using Bayesian inference, spatial analysis, as well as data from further experiments including agarose coating of the glass bottom and the introduction of fibroblasts in the 3D culture.

### 2.1 Ruling out the possibility of gravity-induced migration

Cancer cell migration can be classified into two general categories; active and passive [54]. Passive migration is defined as the process in which cells migrate without the presence of active mechanisms, i.e. without mechanisms leading to the extension/contraction of the cell which eventually move the cell [54]. Initially, we hypothesized that gravity could be a major contributor to passive migration in our 3D experimental setup. To examine this hypothesis, we deactivated any potential active migration mechanisms by targeting the cell cytoskeleton with Paclitaxel. Paclitaxel has been considered as a migrastatic drug as it inhibits microtubule assembly, in turn, arresting cell division and migration [55]. The resulting cell distributions across different culture heights are shown in Fig 1b and A and B of S1 File. These show that sedimentation was inhibited for the three highest administered doses compared to the controls. At the lowest dose, the cells continued to accumulate at the bottom of the space, likely to insufficient damage to the cytoskeleton. In conclusion, the cells of the treated samples maintained their initial position, suggesting that gravity was not the main reason for cell sedimentation.

**Fig 1:**
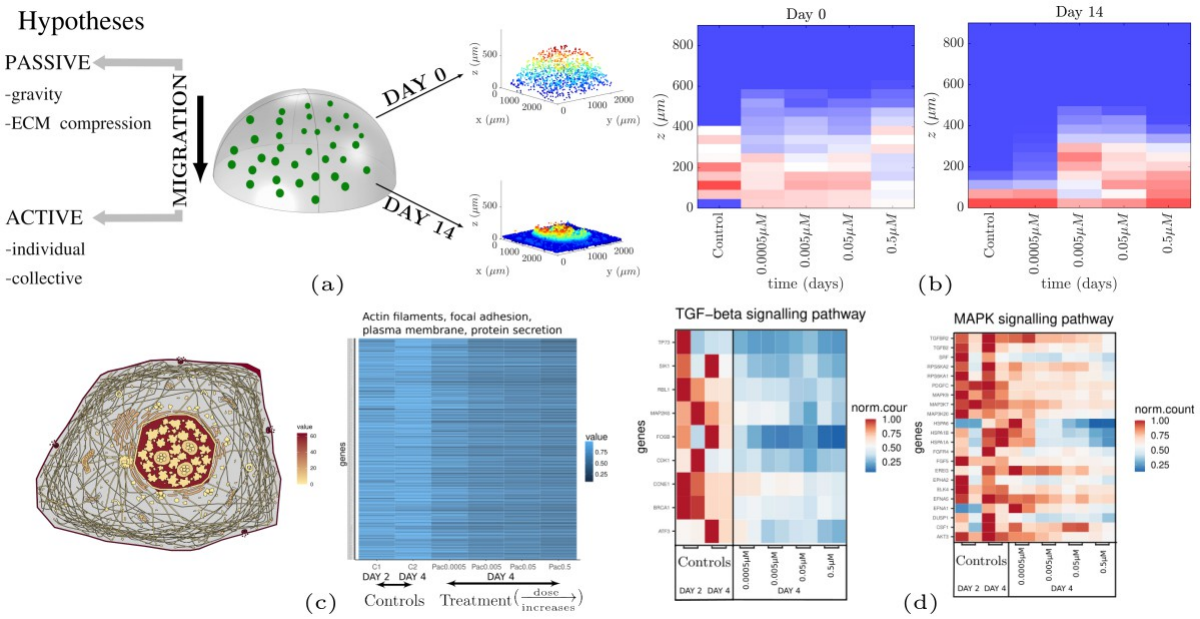
Investigation of migration mechanisms (a) Schematic representation of 3D cultures (center). The cells were uniformly distributed across the semi-ellipsoid on day 0 and actively migrated towards the glass bottom on day 14 (right panel). The examined hypotheses include passive and active migration mechanisms (left). (b) Cell distribution across different cell culture heights on days 0 and 14 in the presence (four different doses) and absence of Paclitaxel. Migration was inhibited for the three highest Paclitaxel doses, ruling out the possibility of passive migration. The glass bottom is located at z = 0μm. (c) (left) Cellular anatogram relating the gene expression activity to the corresponding cellular components. (right) Genes related to actin filaments, protein secretion, focal adhesion sites, and plasma membrane exhibited a monotonic decrease in their expression with respect to Paclitaxel dose. These cellular components are also involved in cell migration. (d) TGF-β (left) and MAPK (right) signalling pathways were downregulated as a function of the Paclitaxel dose. The two columns per condition belong to the two corresponding replicates. The inhibition of migration in combination with the downregulation of these pathways suggests that collective cell migration is more likely to occur than individual cell migration (i.e., epithelial-to-mesenchymal transition (EMT); Fig E of S1 File).

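The steps of Fig 1c were counted in the 10 RNA samples of day 4, 2 untreated and 2 at each of the 4 doses (0.0005, 0.005, 0.05 and 0.5 μM). For each gene the mean log2 CPM of a condition was compared with that of the next higher dose. Of 25249 genes tested, 535 fell at every step from the untreated samples to 0.5 μM. The 5 conditions can be put in 120 orders, and 6 of these orders, this one included, gave at least 535 genes. The median order gave 164.5, and the highest count, 721, came from the opposite direction, with genes rising at every step. Without replicate 1 of C2 (the untreated samples of day 4) the count was 391, reached by 13 orders, and without replicate 1 at 0.5 μM it was 715, reached by 6. With RLE normalization it was 600, in 5 of 120 orders.

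The Gene Ontology terms of the study were not used here, so the 4 components were represented by gene lists compiled by hand, with 305 tested genes in total. Of these, 16 fell at every step, a count reached by 5 of the 120 orders, and the highest count among the orders was 30, for 0.0005 μM, untreated, 0.005 μM, 0.5 μM and 0.05 μM in sequence. This count depends on single samples. It was 8 without replicate 2 at 0.5 μM, where 12 orders reached as many, and 23 without replicate 1 at that dose. Without replicate 1 of C2 it was 9, where 10 orders reached as many. Among the 4 doses alone, without the untreated samples, 34 of the 305 genes fell at every step, and 4 of 24 orders gave at least as many.

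A slope per 10-fold dose was also fitted for each gene across the 8 treated samples, so that the untreated samples could not produce it. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 773 genes had a slope with an adjusted p-value under 0.05, of which 516 fell and 257 rose. The count depended on single samples and was 124 without replicate 1 at 0.0005 μM, 280 without replicate 2 at that dose, 247 without replicate 2 at 0.5 μM and 443 without replicate 2 at 0.005 μM.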

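Fig 1d names 9 genes for TGF-β (TP73, SIK1, RBL1, MAP2K6, FOSB, CDK1, CCNE1, BRCA1 and ATF3) and 22 for MAPK, and all 31 were among the genes tested. Against the untreated samples of day 4, all 9 TGF-β genes were lower at each of the 4 doses, with a median log2 fold change of -0.63, -0.76, -0.99 and -0.92 from the lowest dose to the highest. The number with an adjusted p-value under 0.05 was 1, 5, 7 and 6 in that order. Of the 22 MAPK genes, 19, 22, 21 and 22 were lower, with medians of -0.21, -0.39, -0.46 and -0.53, and 0, 3, 7 and 7 had an adjusted p-value under 0.05 (at 0.0005 μM, 7 of the 22 had an unadjusted p-value under 0.05). The study may have chosen the genes of this panel on the same samples, so these counts are not independent evidence.

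Along the doses themselves, camera, the competitive gene-list test of limma, was applied to the slopes per 10-fold dose of the 8 treated samples. The median slope was -0.11 for the TGF-β genes (camera adjusted p = 0.000102) and -0.10 for the MAPK genes (adjusted p = 1.94e-15), adjusted over 23 lists. By camera with an estimated correlation the TGF-β genes had an adjusted p-value of 0.0909, while the MAPK genes stayed under 0.05. If the study chose these genes for a fall with dose on these samples, the slopes are not independent evidence either. The largest slopes were those of HSPA6 (-0.86, standard error 0.06), FOSB (-0.55, standard error 0.12) and the near-identical pair HSPA1B and HSPA1A (-0.54 and -0.47), whose reads may not be told apart. By contrast BRCA1, TGFB2, PDGFC and EPHA2 stayed nearly level between doses, with slopes of -0.03, -0.01, -0.01 and -0.01. Expression was highest in an untreated condition for 27 of the 31 genes, 11 on day 2 and 16 on day 4. The other 4 were HSPA6, EREG and EFNA1, which were highest at 0.0005 μM, and CSF1, which was highest at 0.05 μM.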

### 2.2 ECM compression is not sufficient for cell sedimentation

Another possible reason that may lead to cell sedimentation is the collapse or gradual compression of the Matrigel ECM, which may occur over the course of the experiment. The ECM scaffolds in the treated and untreated samples had the same dimensions, and the initial number of cells was approximately the same. In presence of compression we would observe sedimentation in both treated and untreated samples. The observed cell height patterns in Fig 1b and A and B of S1 File suggest that ECM compression may have occurred at some extent; however, its magnitude was for sedimentation.

### 2.3 Transcriptomic analysis provides evidence of active migration

We investigated the presence of active migration by investigating the gene expression profiles of the cells in the control samples and samples treated with Paclitaxel. The bulk RNA was extracted at two time points (Days 2 and 4) for the untreated cells and at one time point (Day 4) for the treated cells. 

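The counts analysed here come from 12 samples of MDA-MB-231 cells in Matrigel, 2 for each of 6 conditions: untreated on day 2 (C1), untreated on day 4 (C2), and day 4 with Paclitaxel at 0.0005, 0.005, 0.05 or 0.5 μM. According to the sample labels the drug was given on the 2nd day. The methods refer to the imaging procedure, in which it was given on the 5th day, later than these samples were taken, and the labels are followed here. The reads counted in genes were, for replicates 1 and 2, 79169121 and 38380629 (C1), 61914740 and 53851006 (C2), 76146992 and 64592491 (0.0005 μM), 78902944 and 76559040 (0.005 μM), 70642594 and 66601851 (0.05 μM), and 65352340 and 51527342 (0.5 μM). The authors trimmed the reads with Trimmomatic, aligned them with STAR, kept unique alignments and counted those in exons with Rsubread, which gives 63568 gene identifiers. The strand used in counting is not stated, so values of genes that overlap another gene on the opposite strand are uncertain.

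The deposited counts were normalized by TMM and filtered by expression in edgeR, which left 25249 genes. One model with the 6 conditions was fitted to all 12 samples, so that they share an estimate of the spread with 6 residual degrees of freedom, and its common biological coefficient of variation was 15.6%. Changes are given as log2 fold change with the standard error, and p-values are two-sided. With 2 samples against 2, an exact permutation test of a single gene cannot give a p-value below 0.333, so every call on a single gene rests on the model. Mean CPM values are given with the SD of the 2 samples.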

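The 8 treated samples differed from the 4 untreated samples of both days in 6155 genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3295 higher and 2860 lower in the treated cells. Requiring a mean of at least 1 CPM, a filter chosen after seeing the data, moved this count most, to 3296. All treated samples are of day 4, so this comparison mixes drug with day of culture. At equal age of the culture, 0.5 μM against C2 gave 1596 genes, 1101 higher and 495 lower with the drug. With a mean of at least 1 CPM there were 505 higher and 315 lower. Of the 592 called genes that also had a mean of at least 5 CPM, one direction at all 4 doses and both 0.5 μM samples beyond both C2 samples, 187 were higher and 405 lower. These genes are selected by the change itself, so their split does not describe other genes. The count of 1596 depends on single samples outside the comparison, through the shared spread. It was 4955 without replicate 1 of C1, 5046 without replicate 2 of C1 and 841 without replicate 2 at 0.005 μM.

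Genes of 4 cell components were examined at 0.5 μM: actin filaments (93 tested genes), focal adhesion (55), plasma membrane (75) and protein secretion (82). Their median log2 fold changes against C2 were -0.29, -0.30, -0.28 and -0.15, with 75, 52, 62 and 62 genes lower. The list scores of both 0.5 μM samples lay below those of both C2 samples in all 4 lists. The adjusted p-values of limma's camera over 23 lists were 1.32e-06, 8.07e-09, 1.63e-05 and 0.000461. Single genes rarely passed: 3, 5, 2 and 2 were called lower at an adjusted p-value under 0.05 and 0, 0, 1 and 0 higher, while 19, 18, 24 and 10 had an unadjusted p-value under 0.05. Adjusted over the list alone, the calls numbered 2, 11, 1 and 0, of which the 1 in plasma membrane was higher and the others lower.

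These list results carry 3 limits. First, the 11204 genes above 8 CPM on average also fell, with a median of -0.11, and a correction for GC content and gene length, chosen after seeing the data, brought that median to -0.0033 and those of the lists to -0.14, -0.16, -0.13 and -0.06, in the same sequence. The list changes are therefore best read relative to other abundant genes. Against 10000 random lists of matched expression, the first 3 lists had the smallest possible permutation p-value (2e-04), while protein secretion had an adjusted p-value of 0.455. Second, camera presumes a small correlation between genes. Of the 14 of 23 lists with an adjusted p-value under 0.05 at this dose, 6 kept it under limma's fry (TGF-β and MAPK genes of Fig 1d, hypoxia, S phase, tubulin, and immediate early and heat shock genes), and 1 with an estimated correlation (TGF-β genes of Fig 1d). None of the 4 component lists is among them, and their highest adjusted p-values over 12 alternatives were 0.486, 0.486, 0.549 and 0.559, the lowest 1.18e-11, 5.92e-14, 8.64e-10 and 4.66e-08. Last, without replicate 1 of C2 the medians of actin filaments, focal adhesion and plasma membrane were -0.17, -0.17 and -0.15. Without replicate 1 at 0.5 μM the medians of focal adhesion and protein secretion were -0.50 and -0.24.

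With samples rather than genes as units, an exact permutation test over the 495 splits of the 12 samples compared the list scores of 4 untreated with 8 treated samples. Drug and day of culture are mixed here too. In this exact test the difference in log2 units was 0.19 for actin filaments (p = 0.0505), 0.25 for focal adhesion (p = 0.0182), 0.12 for plasma membrane (p = 0.186) and 0.14 for protein secretion (p = 0.0667), and the adjusted p-values over the 4 lists were 0.0889, 0.0727, 0.186 and 0.0889.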

Analysis of the RNA-seq data (summarized in Fig C of S1 File, and Materials and methods Sections 5.4, 5.5, Section 1 of S1 File) suggests that the untreated samples exhibited upregulated expression levels of genes related to active migration, including actin filaments, focal adhesion sites, plasma membrane, and protein secretion. The cellular anatogram in Fig 1c (left) shows the expression of these genes at the corresponding sites of the cell. 

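Between day 2 and day 4 of the untreated cells, 82 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 81 higher and 1 lower on day 4. Filtering on 1 count in total moved this number most, to 390. A fit of the 4 untreated samples alone called 0 of 20926 genes, with 599 at an unadjusted p-value under 0.05 where 1046.3 are expected by chance, and its common biological coefficient of variation was 22.2%. None of the 305 genes of the 4 component lists was called between the days, and 16 had an unadjusted p-value under 0.05. Their median log2 fold change was -0.07, with 209 genes lower on day 4.

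The figure shows the score of each list in each sample. Mean scores of actin filaments were 0.15 (C1), 0.10 (C2), 0.08, -0.11, -0.06 and -0.15 with rising dose, where the SD between replicates was 0.15. Those of protein secretion were 0.13, 0.06, 0.13, -0.07, -0.16 and -0.10, with an SD of 0.07. Across the 305 genes, the median log2 fold change against C2 was -0.00058 at 0.0005 μM, -0.20 at 0.005 μM, -0.17 at 0.05 μM and -0.24 at 0.5 μM, and 153, 252, 236 and 251 genes were lower. At 0.0005 μM the lists went different ways, with medians of -0.15 for focal adhesion (39 of 55 genes lower), -0.032 for actin filaments, -0.010 for plasma membrane and 0.090 for protein secretion (57 of 82 genes higher). A direct comparison of 0.5 with 0.0005 μM, chosen after seeing the data, found 271 of the 305 genes lower, with a median of -0.25 and 1 gene called.

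**Figure D1:**
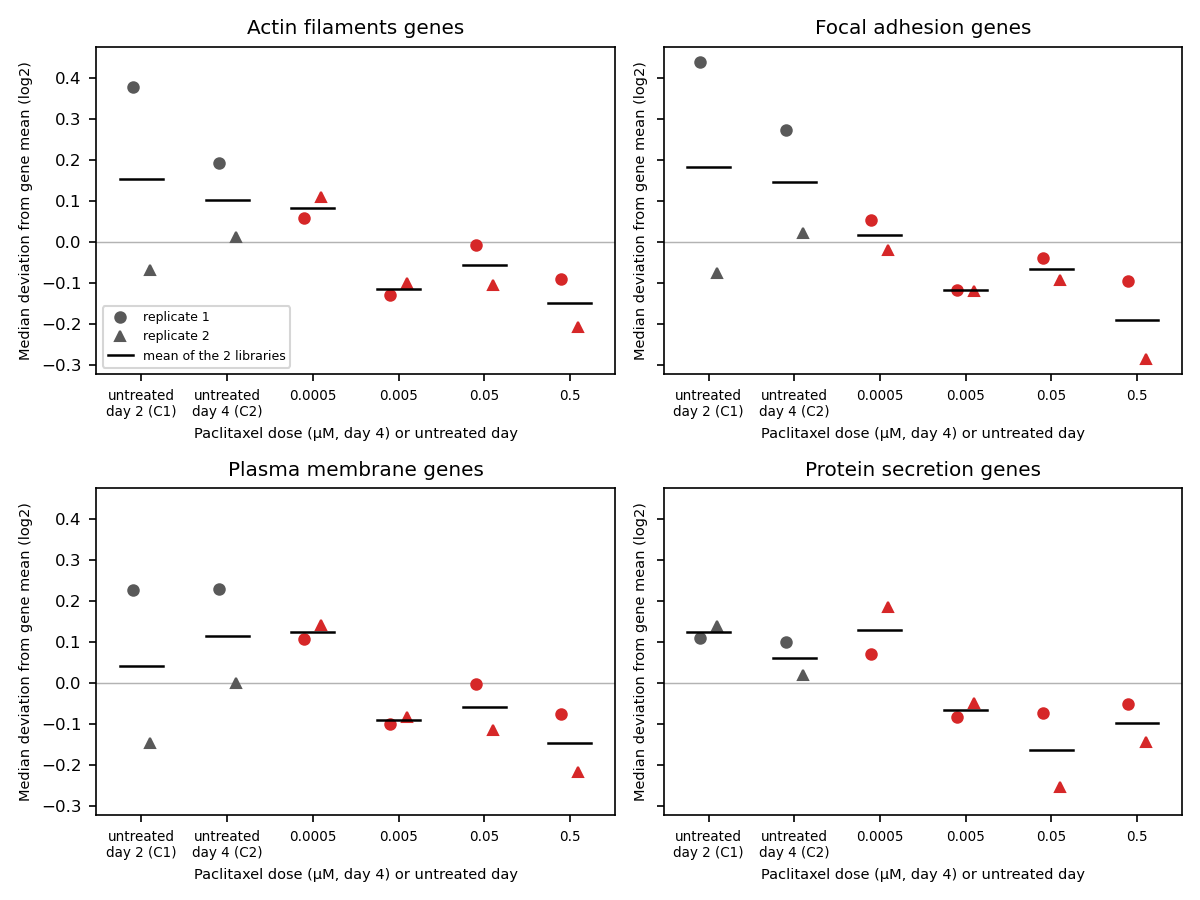
Score of the genes of actin filaments, focal adhesion, plasma membrane and protein secretion in each RNA sample, in log2 units. Grey, untreated; red, treated; circle, replicate 1; triangle, replicate 2; bar, mean of 2 samples.

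Across the 8 treated samples the median slope per 10-fold dose was -0.066 for actin filaments, -0.065 for focal adhesion, -0.071 for plasma membrane and -0.078 for protein secretion, with adjusted p-values of 1.11e-07, 7.93e-07, 1.08e-10 and 9.94e-12 by camera. In this trend 17 of the 23 lists passed the threshold by camera and 12 under limma's fry, among the latter focal adhesion (adjusted p = 0.0460, range over 10 alternatives 1.19e-11 to 0.236) and plasma membrane (adjusted p = 0.0408, range 1.87e-18 to 0.218). With an estimated correlation, 2 lists remained, interferon-stimulated genes and the MAPK genes of Fig 1d.

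All doses are compared with the same C2 samples, which makes their changes alike. Over 11204 genes the log2 fold changes of pairs of doses correlated between 0.683 and 0.854, where simulated groups without any change that share their controls gave 0.495 to 0.500. Genes are not independent units, so no p-value is attached to these correlations.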

The heatmap of Fig 1c (right) shows that the expression levels of these genes remained highly similar between the untreated samples on days 2 and 4 (C1, C2 respectively) and tended to decrease as the Paclitaxel dose increased (from left to right).

### 2.4 Collective migration is a more plausible mechanism than individual migration

We next investigate the type of active migration occurring in untreated samples. Generally, active migration can be divided into two categories; individual and collective [56]. Individual cell migration is known to be regulated by epithelial-to-mesenchymal transition (EMT) [56], whereas collective migration is a more complex process that involves molecular mechanisms related to adherens junctions (AJ), MAP kinase (MAPK), and TGF-β signalling pathways [57]. To elucidate the migration type, we isolated the expression levels of genes related to individual (EMT) and collective (AJ, MAPK, and TGF-β) migration. The results presented in Fig E of S1 File show no distinct pattern for EMT between treated and untreated samples, suggesting that the EMT pathway was not affected by Paclitaxel. However, we observed the upregulation of protein-coding genes involved in MAPK and TGF-β (Fig 1d) and over-representation of the AJ (Fig D of S1 File) in the untreated samples, suggesting the presence of collective migration.

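Fig E names 6 genes that could be tested (ZEB1, VMAC, SNAI2, SNAI1, CDH2 and CDH1), and TWIST1 had 0 counts in all samples. At 0.5 μM against C2 the median log2 fold change was 0.34, 5 of the 6 genes were higher, and camera gave an adjusted p-value of 0.35 over 23 lists. The median was 0.20 without replicate 2 of C2. No gene was called at this dose, and 1 had an unadjusted p-value under 0.05.

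In the 8 treated against the 4 untreated samples all 6 genes were higher, 1 was called and 2 had an unadjusted p-value under 0.05. This comparison mixes drug with day of culture. Between the untreated days 5 of the 6 genes also rose, with a median of 0.14. The gene called, SNAI1, rose from 6.06 ± 1.26 CPM (SD, n = 2) in C2 to 11.7 ± 0.817 CPM (SD, n = 2) at 0.05 μM. The log2 fold change there was 0.95 (standard error 0.24, adjusted p = 0.0312, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 0.5 μM it was 0.69 (standard error 0.24, adjusted p = 0.111). Over the 8 treated against the 4 untreated samples it was 0.65 (standard error 0.18, edgeR adjusted p = 0.0131). ZEB1 and SNAI2 changed little at 0.5 μM, by 0.04 (standard error 0.13) and 0.19 (standard error 0.18). CDH1, at 0.139 CPM in its highest condition, is too low to be judged (0.83, standard error 0.73). VMAC is a gene other than VIM. VIM, which Fig E does not name, changed by -0.28 (standard error 0.20, edgeR adjusted p = 0.439). The paper states the absence of a pattern from the heatmap of these genes.

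**Figure D2:**
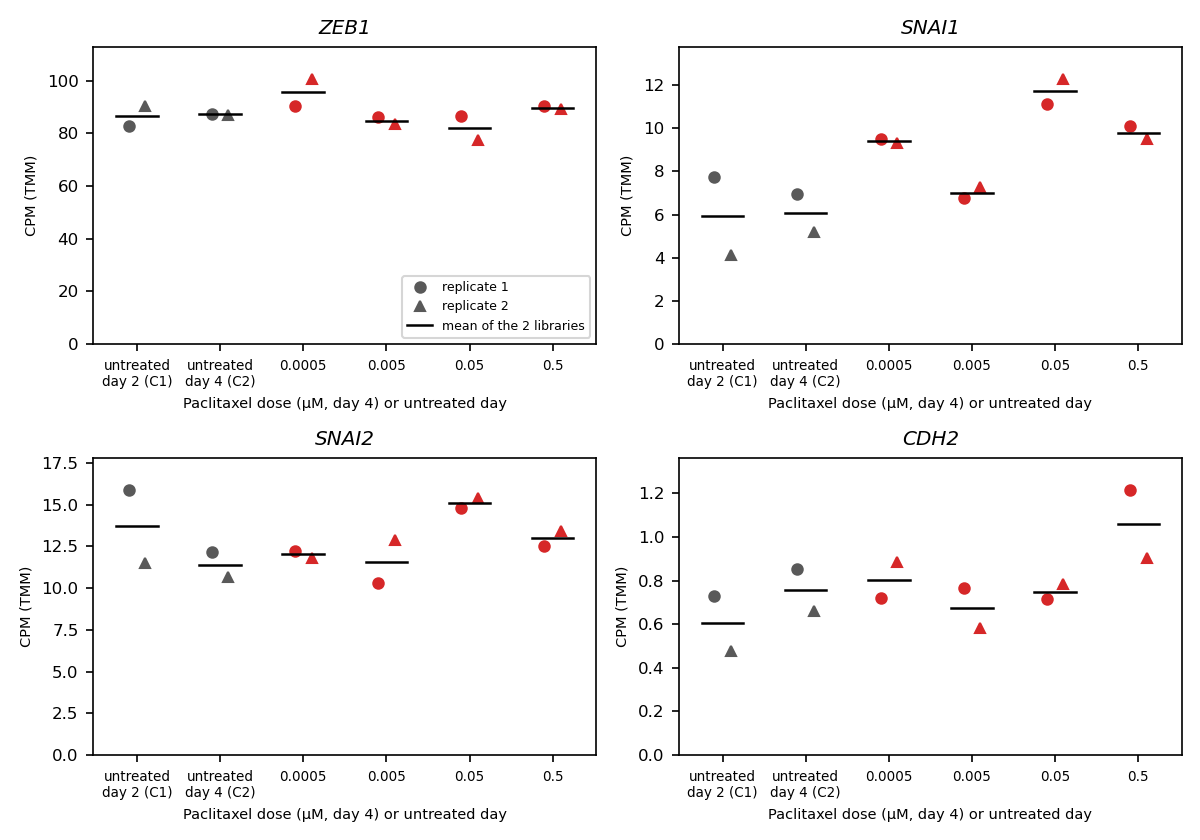
Expression of the Fig E genes ZEB1, SNAI1, SNAI2 and CDH2 in each RNA sample, in CPM. Grey, untreated; red, treated; circle, replicate 1; triangle, replicate 2; bar, mean of 2 samples.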

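At 0.5 μM against C2, all 9 TGF-β genes of Fig 1d were lower and 6 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment): FOSB (-3.39, standard error 0.37), ATF3 (-1.62, standard error 0.18), SIK1 (-1.55, standard error 0.33), MAP2K6 (-1.0, standard error 0.22), RBL1 (-0.85, standard error 0.14) and BRCA1 (-0.53, standard error 0.13). Adjusted over the list alone, all 9 passed. All 22 MAPK genes were lower, 7 were called, and 20 passed when adjusted over the list alone. Among those called were HSPA6 (-2.40), HSPA1B (-1.90), HSPA1A (-1.76), DUSP1 (-1.03), PDGFC (-0.50) and MAP3K7 (-0.45). MAP3K7 kept its call under 3 of 4 alternatives (highest adjusted p = 0.052, by edgeR). SIK1 and DUSP1 were -1.03 and -0.70 without replicate 1 of C2. In the comparison of 8 treated with 4 untreated samples, 9 TGF-β and 10 MAPK genes were called, all lower. That comparison mixes drug with day of culture. Between the untreated days 6 of the 9 TGF-β genes fell (median -0.45), while 17 of the 22 MAPK genes rose. The adjusted p-values of camera at 0.5 μM were 2.50e-13 for TGF-β and 8.60e-16 for MAPK. If the study chose these genes on the same samples, they cannot test the pathway independently.

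A list of 48 adherens junction genes compiled by hand had a median log2 fold change of -0.24, with 42 genes lower and both 0.5 μM samples below both C2 samples. The camera test gave an adjusted p-value of 0.000151, and random lists of matched expression 0.0330, within a range of 1.02e-07 to 0.559 over 12 alternatives. No gene was called when adjusted over the list alone, 1 was called among all genes, and 9 had an unadjusted p-value under 0.05. The median was -0.14 without replicate 1 of C2. The paper reasons that migration of individual cells runs through EMT and collective migration through AJ, MAPK and TGF-β, and from a change in the latter without a pattern in the former it proposes collective migration. The counts measure expression in bulk RNA and hold no measurement of movement.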

### 2.5 The role of the glass surface and a mechanistic interpretation of cell migration

Based on results described above, cell sedimentation is more likely to be attributed to active and collective migration. Recently, Friedl et al. [57] reported that cells migrating collectively can be separated into leaders and followers. Leader cells orient and move based on stimuli such as soluble factors. An example of soluble factor diffusing in the extracellular space can be TGF-β although it was not examined in this study. These stimuli then induce MAPK signaling and downstream Rac1 for protrusion formation and direction sensing. Leader cell polarity is further supported by AJ signaling, which controls leader cell polarization and anterior protrusion.

Acknowledging that leader cells move based on signals, it is worth questioning the source of these signals. It should be noted that MDA-MB-231 cells are naturally adherent [58], and they were initially uniformly distributed in the 3D space, i.e., some of them are close to the glass bottom space. Based on these observations, we hypothesized that, first, the cells closer to the bottom attach to the glass, which is a favorable space for colony formation owing to its adhesiveness. Second, the cells attached to the glass secrete signals to stimulate cell migration and aggregation due to their sparse distribution in the space. Third, these signals diffuse in 3D space, forming a gradient from the bottom to the top of the space. Fourth, the cells floating in the 3D ECM may have already formed clusters, due to, for example, cell division or approaching their closest neighbours. These clusters sense the gradient and organize themselves into leaders and followers. Finally, the clusters move towards the direction of the increase in the signal density. Thus, we attributed this sedimentation phenomenon to a self-generated chemoattractant gradient produced by the cells to indicate a favorable site of colonization, as summarized in Fig 2.

**Fig 2:**
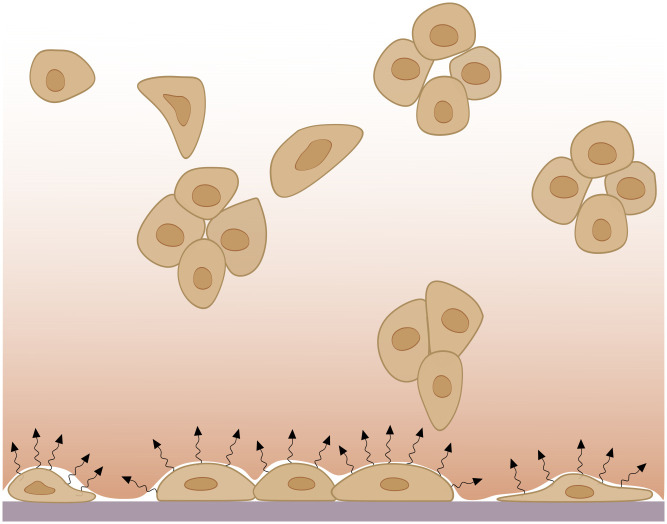
Schematic representation of the hypothesis of signal induced migration towards the bottom of the space. Cells from the initial stages of the experiment that are close to the bottom attach to it and secrete signals to stimulate aggregation. Signal diffusion in the 3D space forms a gradient that decreases from the bottom to the top. Floating cells orient and migrate towards the direction of increased signal concentration.

### 2.6 Mathematical modeling of cellular dynamics

We formulated the active migration hypothesis described above into a hybrid (discrete-continuum) 2-level spatiotemporal model. The model quantifies the spatial cancer cell density profiles, *u*, and chemoattractant factors, *f*, using a system of PDEs and a cellular automaton (Material and methods Section 5.8, Section 2 of S1 File). It takes into account the random motion of cancer cells and chemotactic signals, growth of cancer cell density, and migration of cells towards the direction in which the signals increase. For simplicity, we assumed that the gradient was formed during the initial stages of development; hence, we implemented a gradient, decreasing from bottom to top, as the initial signal concentration profile.

To examine the validity of the proposed model, we initially estimated the parameters of the continuum model with respect to experimental data using Bayesian inference (Materials and methods Section 5.9, Section 3 of S1 File). For a given parameter set, the resulting cell density profiles were compared with the *in vitro* estimated cell density profiles of a dataset. This process was applied to each of the 32 datasets separately (12 untreated and 5 datasets for each administered dose of Paclitaxel). Each dataset consisted of seven samples on days 0, 2, 5, 7, 9, 12, and 14. Approximately 20000 different sets of model parameters were assessed using the Transitional Markov Chain Monte Carlo (TMCMC) method for each of the 32 datasets (Section 3 of S1 File, Tables A-E and Fig I of S1 File). The parameters affected by Paclitaxel were mostly *k*, *D*_*u*_, *χ*. The first parameter is related to cell death, and the rest are related to the kinetics of the cell, specifically random motion and biased movement. We assumed that the parameters *s*, *D*_*f*_ which represent the growth rate of the cells and the diffusivity of the chemotactic signals, respectively, were not affected by the treatment. The former, *s*, was offset by the cell death rate, *k*, and the latter because of the assumption that pre-existing signals were not affected by the treatment. The affected parameters were calibrated within broad boundaries, whereas the unaffected parameters were calibrated within the average ± standard deviation obtained from controls. The resulting marginal posterior distributions of the model parameters are presented in Fig 3a. The affected parameters for cell movement (*D*_*u*_, *χ*) tended to decrease as the dose increased, while the cell death rate (*k*) increased with respect to the dose. The density plots of Fig 3b and J of S1 File) show an overall agreement between experimental data and simulations obtained from the calibrated model. The calculated Normalized Root Mean Squared Error (NRMSE) (Section 4 of S1 File) for the most probable values of the parameters (Fig 3, bottom right) suggested an NRMSE value around 5% for each time point for the treatment datasets. The NRMSE values were higher for the later stages of the control datasets; however, they remained within reasonable levels.

**Fig 3:**
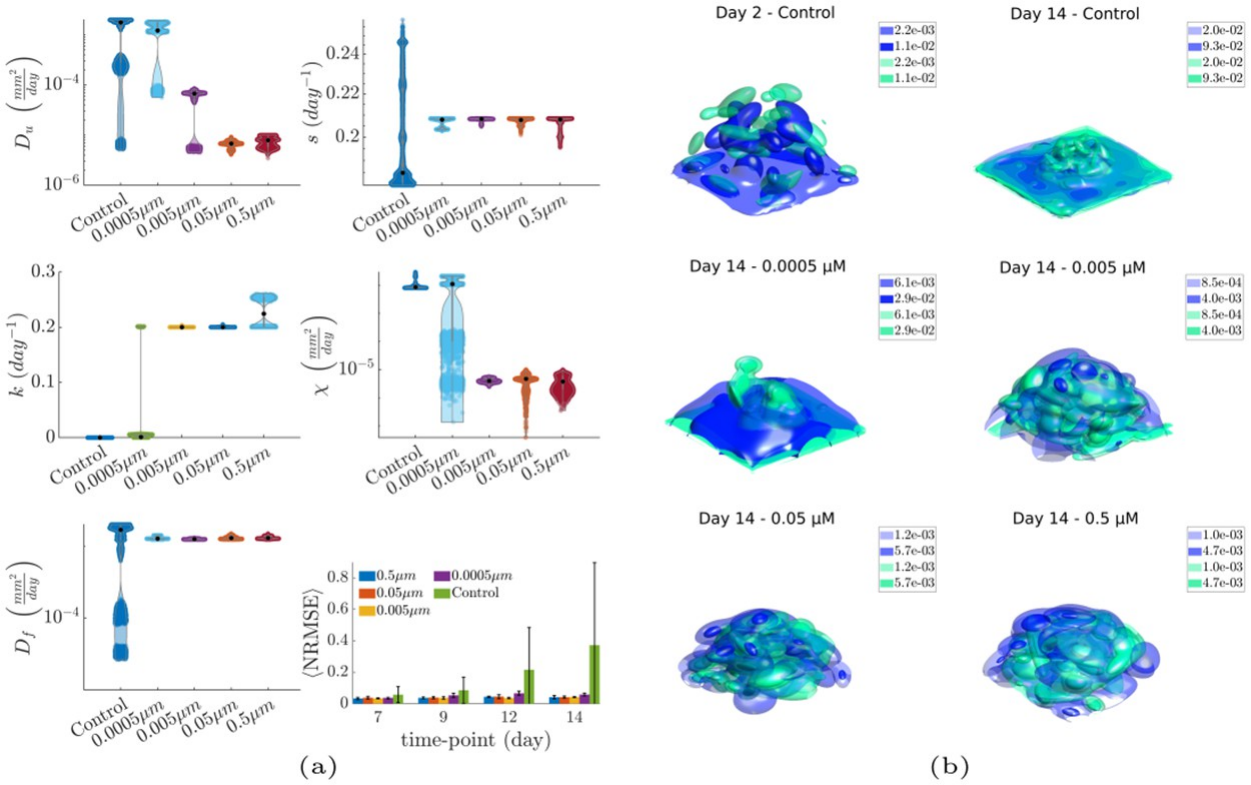
Continuum model calibration. (a) Posterior marginal distributions of the estimated model parameters for the examined experimental conditions. The NRMSE values for these conditions (bottom right) suggest overall low errors for all conditions, with the model yielding overall higher errors for the non-treatment condition during cell aggregation. (b) Surface plots of the *in vitro* and *in silico* density profiles for representative datasets on days 2 and 14. Paclitaxel was administered on day 5; hence, day 2 was not affected by treatment, while on day 14, we observed a difference in the spatial cell density distributions across the non-treatment and treatment conditions. The distributions remained relatively constant for the three highest doses because cell migration was inhibited, while for the lowest dose and control conditions. the distribution changed due to cell sedimentation. The green coloured profiles correspond to experiments and the blue to simulations.

The estimated model parameters were subsequently used in the hybrid model (Fig 4) for each dataset. The resulting *in silico* cellular coordinates were analysed and compared with the corresponding *in vitro* coordinates of the centroids from the segmented fluorescent nuclei of the cells. The *in silico* cells reproduced the overall behaviour of the *in vitro* cells for each of the examined conditions in terms of both spatial profiles (Fig 4a and 4c), and longitudinal population size (Fig 4b). The quantitative characterization of their spatial distributions was performed using their inter-nucleic (IN) and nearest neighbor (NN) Euclidean distances, as well as the Complete Spatial Randomness (CSR) test using Ripley’s *K*-function. The IN distances were stable across samples and time, with a characteristic peak at ∼ 1*mm* (Fig L of S1 File). The NN distances were initially widely distributed in the control samples (Fig M of S1 File), and tended to become narrower at later stages with a characteristic peak found at ∼ 15*μm*, which is approximately equal to the cell size. As the treatment dose increased, the NN distribution became wider (Fig 4d), indicating that the spatial distributions became sparser. Similar results were obtained from the simulated data. However, the width of the distributions produced by the simulated data remained similar across the different doses and the characteristic peak was shifted towards larger values. This also indicates an increase in the sparsity of the spatial distributions, but in a more uniform manner compared to the experimental observations. The CSR test shows an upward separation from the theoretical uniform random distribution, indicating the presence of clustered patterns (Fig 4e). The control samples yielded clustered patterns that became more pronounced with respect to time (Section 5, Fig K a of S1 File), possibly due to cell aggregation at the bottom. The clustered patterns in the treatment datasets became more pronounced with increasing dose and time. Additionally, a more pronounced dispersion for larger neighbourhood radii was observed in these data with respect to both dose and time. Combining these two observations, we conclude that these patterns were possibly due to the radial shrinkage of the spatial cell distributions towards the centroid of the scaffold.

**Fig 4:**
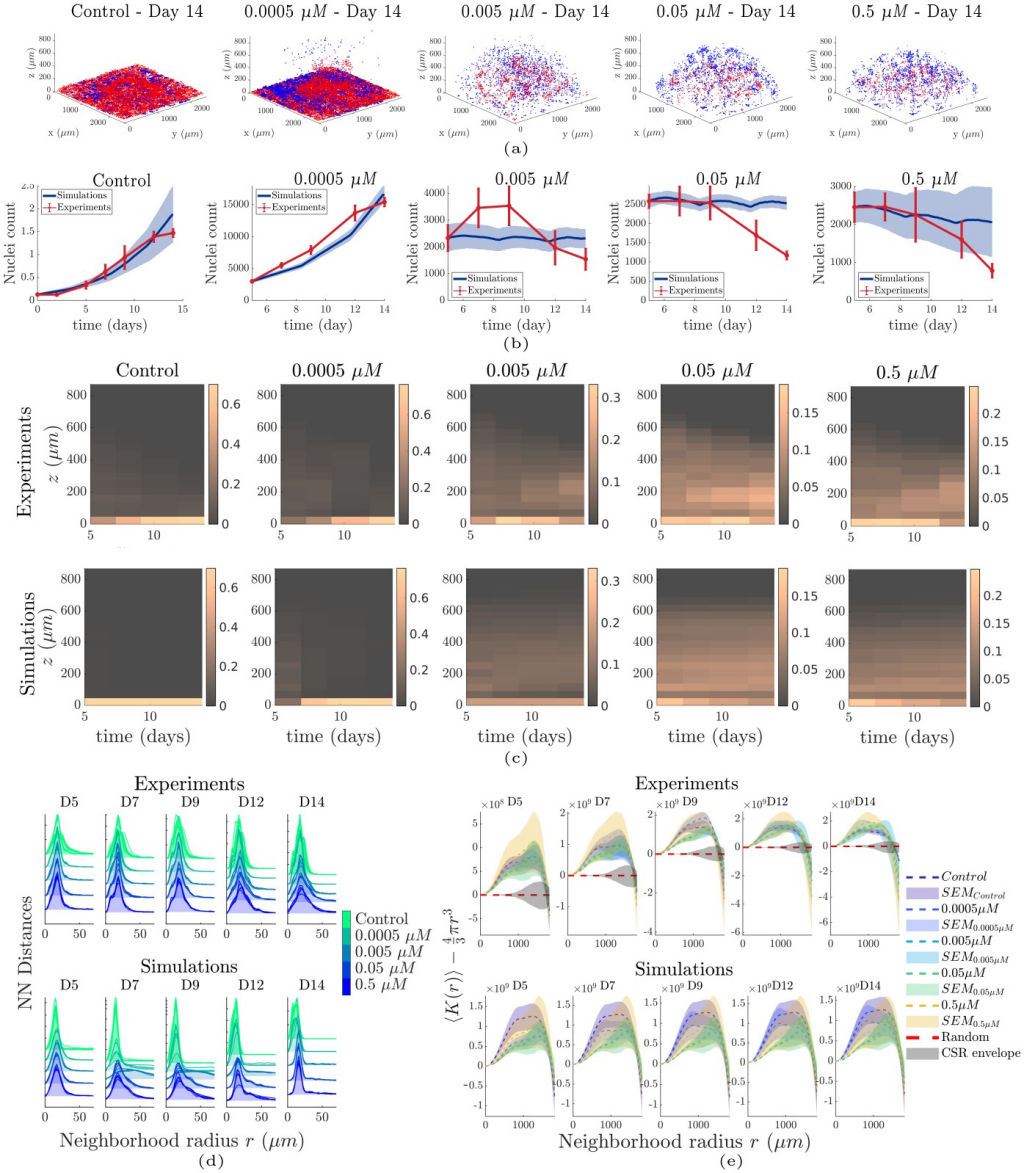
Hybrid modelling results and spatial analysis. (a) 3D plots of cell locations on day 14 for the control and treatment conditions. Red: experiments/Blue: simulations. (b) Predicted and experimentally observed cell numbers. The total cell population tended to decrease with increasing doses. (c) Histograms of the proportion of cells as a function of position in the culture across time for the experimental (top row) and simulated (bottom row) data, respectively. (d) Nearest Neighbour distances across the examined conditions with respect to time, for the experimental and simulated data. (e) Complete Spatial Randomness test; average values of the *K*-function across all samples and the corresponding standard error of mean (SEM).

### 2.7 The effect of the glass on cell migration

To further examine the validity of our cell migration hypothesis, we performed an additional 3D cell culture experiment in which we coated the glass bottom with a non-adhesive material. Specifically, we applied agarose coating on the surface of the glass and deposited the cell/Matrigel mixture in pockets of air on the surface of the agarose (Fig 5a). In total, ten samples were created and tracked on days 0 and 14. The results shown in Fig 5b show that the cells overall maintained their position as compared to the results obtained from the control experiment shown in Fig 5c. Additionally, we observed reduced cell viability compared to the control experiment (Fig G of S1 File), which could be attributed to the absence of adhesiveness in the surrounding environment.

**Fig 5:**
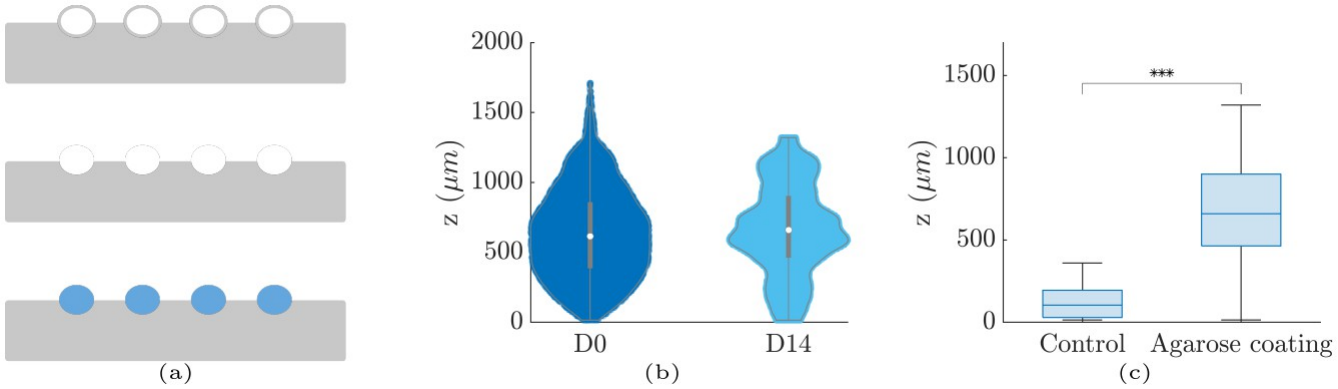
Coating of the glass bottom with agarose. (a) Schematic representation of the experimental procedure. The gray area represents the agarose deposited on the glass surface. The white disks denote the air bubbles injected to create pockets, the second row represents the removal of the inflated agarose surface, and the blue disks represent the cell/Matrigel mixture deposited on the pockets of the polymerized agarose. (b) Violin plots of the distribution of cells across the z-dimension of the cell culture for days 0 and 14 of the agarose coating experiment. Cell positions were overall maintained throughout the course of the experiment. (c) Boxplots of the cell distributions across the z-dimension of the control and the agarose coating experiments for day 14. The three asterisks denote p-value < 10^−3^ that was calculated using the Kruskal-Wallis test between the two distributions.

### 2.8 Fibroblasts surrounding the Matrigel scaffold antagonize biased migration signalling

To further examine the hypothesis of signal-induced migration, we performed an additional experiment that included fibroblasts. Specifically, we suspended fibroblasts in the area surrounding the Matrigel scaffolds. Over time, the fibroblasts attached to the periphery of the Matrigel scaffolds and exhibited some level of invasion in the Matrigel (Fig 6a and 6b). The hypothesis behind this experiment is that fibroblasts would induce signals that would bias the migration of cancer cells towards them; in turn, some of the floating cells would move and eventually mix with the fibroblasts that surrounded the scaffolds, while others would move towards the bottom. The results shown in Fig 6c confirm this hypothesis and showed that cancer cells maintained elevated positions in the presence of fibroblasts, as compared to the controls. Thus, the adhesion of the fibroblasts to the cancer cells is likely the reason that prevented downward migration, which was preceded by the movement of the fibroblasts toward the cancer cells, likely due to signaling.

**Fig 6:**
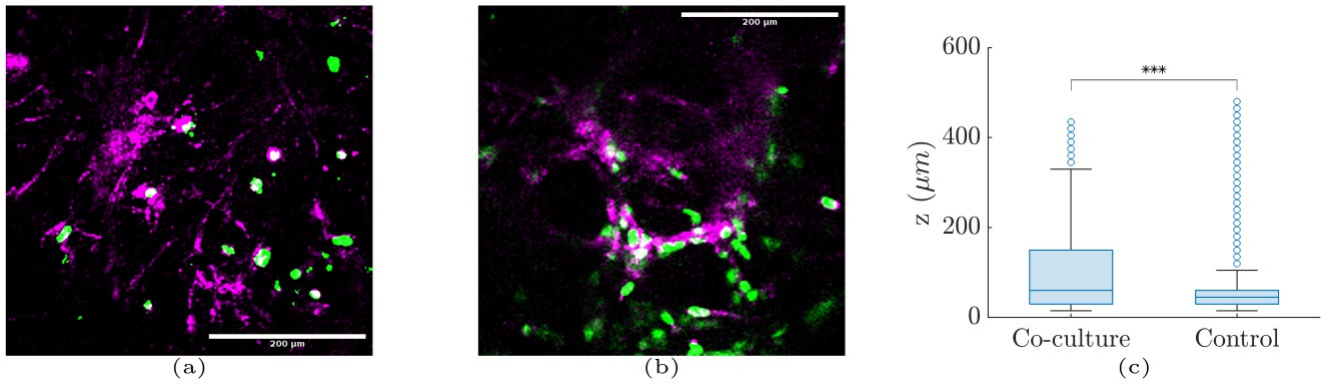
TNBC cells and fibroblasts co-culture. Fibroblasts were suspended in the area surrounding the Matrigel. Cancer cells (green) and fibroblasts (magenta) were mixed at (a) the bottom of the space and (b) at 195 μm height. (c) Boxplots of cancer cell distribution across different culture heights for the co-culture and cancer cell monoculture for day 14. The three asterisks denote p-value < 10^−3^ that was calculated using the Kruskal-Wallis test between the two distributions.

## 3 Discussion

We used a combination of 3D cultures and mathematical modeling to characterize cell sedimentation. Our results suggest that this somewhat unexpected behavior is due to active migration regulated by signalling gradients created by the cells that were already attached to the bottom.

### 3.1 3D cell culture system, migration inhibition, and molecular mechanisms

Somewhat surprisingly, there is limited literature discussing the phenomenon of sedimentation. In a recent study, Liu et al. [51] observed the same phenomenon, interpreting it as the result of cells moving towards the path of least resistance. In ECM, the path of least resistance can be interpreted as a path with pores large enough to allow a cell to move without the need for compression [59]. Here, we should note that we do not expect major differences in the pore size across the 3D scaffold that would bias cell migration in a specific direction. Additionally, the assumption made by Liu et al. [51] is in disagreement with other observations showing that cells tend to move towards the direction of greater matrix stiffness, termed durotactic movement [60], which may also be combined with chemotaxis in the examined setup. Nevertheless, we expected a local change in ECM stiffness induced by cell contractility [7]; however, this change is expected to be restored at approximately 20 μm distance from an MDA-MB-231 cell in a Matrigel ECM based on [7]. Additional experiments have shown that cells can polarize and migrate based on the alignment of ECM fibers [5], a movement referred to as contact guidance. However, we did not expect any strong fiber alignment that can influence cell migration, as Matrigel fibers tend to polymerize in random directions [61].

To determine the presence of active or passive migration, we repeated the same experimental procedure and introduced Paclitaxel on day 5, when accumulation started to become apparent. Studies have classified Paclitaxel as a migration inhibitor [55] as it inhibits microtubule assembly, subsequently preventing cell division and migration. The administered doses did not eliminate the cells over the experiment time course, while three out of four doses inhibited cell migration and cell accumulation at the bottom. Therefore, we ruled out the possibility of gravity-induced migration or accumulation due to ECM compression. Additionally, to further test the presence of active migration, we performed a bulk RNA-seq experiment using the same experimental setup and compared the expression profiles between non-treated and Paclitaxel-treated samples. 

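Counted gene by gene, 1, 2, 19 and 12 of the 305 component genes were called lower than in C2 at 0.0005, 0.005, 0.05 and 0.5 μM, and 2, 1, 2 and 1 were called higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 8 treated against the 4 untreated samples, 23 of 93 actin filament genes, 16 of 55 focal adhesion genes, 14 of 75 plasma membrane genes and 5 of 82 protein secretion genes were called lower, and 1, 1, 4 and 0 higher. The latter comparison mixes drug with day of culture. The largest fall belonged to NEDD9, a focal adhesion gene on chromosome 6 from 11183531 to 11382581 (GRCh37). It went from 53.3 ± 16.5 CPM (SD, n = 2) in C2 to 13.5 ± 0.475 CPM (SD, n = 2) at 0.5 μM. Its log2 fold change was -1.10, -1.50, -1.62 and -1.98 with rising dose (standard error 0.22 at 0.5 μM, edgeR adjusted p = 0.000717).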

The results revealed an increased expression of genes related to the mechanisms of active migration in the non-treated samples. Specifically, we found that cells were more likely to migrate collectively than individually.

### 3.2 Modelling cancer growth and aggregation at the bottom of the space

The evidence on collective migration led us to hypothesize that cells move based on cues that specifically originate from the bottom of the space. Since the glass surface cannot secrete signals, we hypothesized that the source of these signals was the cells attached to the bottom, and the result of this secretion was to stimulate aggregation. To examine the biophysical mechanisms of spatiotemporal cancer development and cell sedimentation, we formulated this hypothesis using a hybrid discrete-continuum mathematical model. The calibration process was performed on the continuum part of the model using Bayesian inference and the TMCMC algorithm. The results showed an overall good agreement between the experiments and simulations (Fig 3), with the simulation results reproducing cell aggregation at the bottom under non-treatment conditions, cell death, and migration inhibition in the presence of treatment. Nevertheless, the increased range of the posterior distributions suggested identifiability issues, possibly owing to misaligned 3D culture samples across different time-points, small geometric differences across scaffolds, as well as limited number of time-points. The examination of different models could allow us to find a model with better balance between complexity and fitness, however model selection was not performed due to limited computational power. The calibrated parameters were then transferred to the full HDC model, which provided details regarding the location of the cells. The results of the HDC model were validated using spatial point-pattern analysis techniques, which revealed information on the spatial organization of cells in both experiments and simulations.

### 3.3 Other possible mechanisms of migration

The differential gene expression analysis provided evidence of collective migration that are likely to performed using the leader-follower mechanism. Nevertheless, it cannot provide sufficient evidence of its presence as there is a lack of dense time-lapse microscopy data that focus on the required proteins. Thus, we examined the presence of other types of migration. Some candidates are sprouting and branching [62], multicellular streaming [62], contact inhibition of locomotion [63, 64], and supracellular contraction [65] (Fig F of S1 File). Among these mechanisms, we found that contact inhibition of locomotion can contribute to cell migration as Rhoa and Rac1, which are responsible for cell polarity and participate in this type of migration [63, 64], exhibited high levels of expression in the control samples.

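RHOA had 486 ± 83.4 CPM in C1 and 428 ± 12.8 in C2 (SD, n = 2 each), and 467 ± 64.5, 364 ± 4.94, 405 ± 30.2 and 385 ± 25.2 with rising dose. RAC1 had 257 ± 87.1 in C1 and 228 ± 18.7 in C2, and 255 ± 20.7, 200 ± 1.91, 234 ± 10.4 and 211 ± 28.0 in the treated samples. Both were thus highly expressed in every condition and highest in C1, with the lowest dose close behind. At 0.5 μM against C2 the log2 fold change of RHOA was -0.15 (standard error 0.16, adjusted p = 0.611) and that of RAC1 -0.11 (standard error 0.20, adjusted p = 0.785, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For RAC1 the sign changed to 0.02 without replicate 2 at 0.5 μM, and to 0.08 after the correction for GC content and gene length. Treated against untreated, the changes were -0.17 (standard error 0.12, edgeR adjusted p = 0.294) and -0.11 (standard error 0.13, adjusted p = 0.581).

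**Figure D3:**
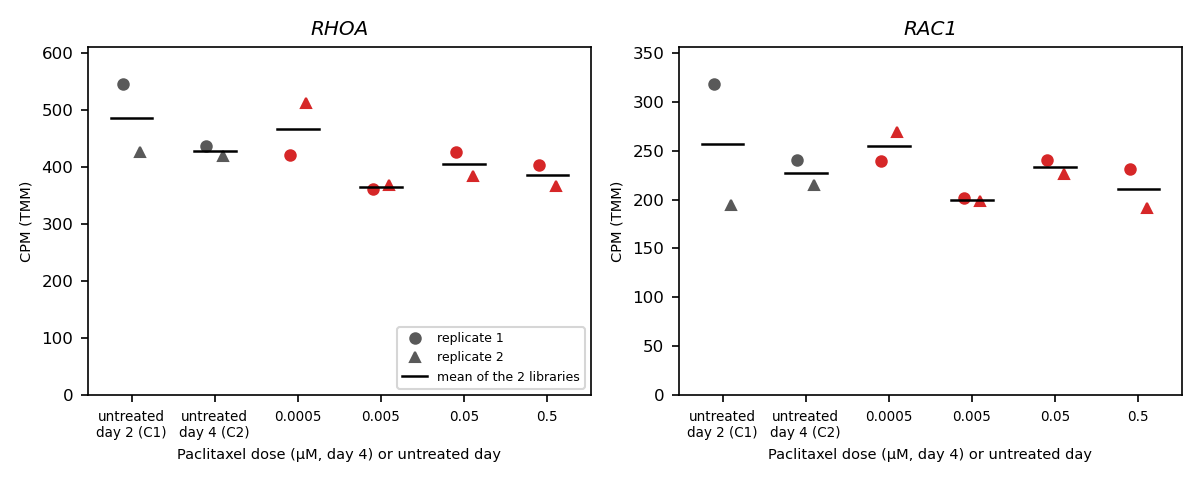
Expression of RHOA and RAC1 in each RNA sample, in CPM. Grey, untreated; red, treated; circle, replicate 1; triangle, replicate 2; bar, mean of 2 samples.

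The 7 genes that Fig F names for contact inhibition of locomotion had a median log2 fold change of -0.11 at 0.5 μM and a camera adjusted p-value of 0.577. None was called, and 1 had an unadjusted p-value under 0.05. The median was 0.02 without replicate 2 at 0.5 μM and -0.25 without replicate 1 at that dose.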

### 3.4 Spatial patterns and mechanisms

Spatial point-pattern analysis revealed clustered patterns across the examined conditions that became more pronounced with respect to time (Fig 4e). These patterns, even though they appeared similar, were the result of different mechanisms. First, we should note that these clustered patterns appeared because of the initial culture geometry. For the control datasets, more pronounced clustering across time was observed mainly because of the biased migration that resulted in cell aggregation at the bottom. The mechanism underlying this process is the advection term. As shown in Fig N of S1 File, we demonstrated that a set of parameters corresponding to high diffusion and low advection produces less pronounced clustered patterns compared to a set corresponding to low diffusion and high advection. However, the pronounced clustering observed in the treatment data was not due to migration, but due to the shrinkage of the spatial distributions. Specifically, for the experiments, we found that the clustered patterns became more pronounced with respect to both time and dosage. This result contradicts the simulation results, which showed the opposite. This led us to conclude that pronounced clustering may have emerged from radial cell death in the spatial distributions, possibly due to diffusion of the drug in the Matrigel that may have produced concentration gradients. In contrast, the model assumed a uniform concentration of the drug across the space; hence, there was no cell-killing bias with respect to the location of the cells in the space. Additional simulations using a radius-dependent drug concentration confirmed that clustering increased in the presence of a drug concentration gradient (Section 5, Fig K of S1 File).

### 3.5 The importance of attachment sites in cell growth and migration

The examined hypothesis states that cells closer to the glass bottom attach to it and secrete signals enabling floating cells to migrate. To further examine this hypothesis, we performed additional experiments in which we covered the glass bottom with a non-adhesive material (agarose). Agarose is a biocompatible biopolymer with a poor ability to promote cell attachment owing to its low adhesiveness [66]. The results shown in Fig 5 showed that the cells tended to maintain their initial positions, confirming the hypothesis that the adhesive properties of the glass bottom affected cell migration. Additionally, we observed reduced cell viability in the coated samples, which can be attributed to the low degree of attachment between the cells and the surrounding material. Other studies have also shown that monolayers cultured in agarose-treated plates exhibit reduced proliferation or viability compared to other materials such as Matrigel [67, 68]. This in turn implies that cell clustering is important to maintain cell viability and that cell-surface attachment is also a major contributor in cell viability.

In contrast with the previous experiment, the presence of fibroblasts likely induced migration signals and increased adhesion leading to cell-fibroblast mixing across the outer surface of the Matrigel scaffolds. In turn, the cancer cells exhibited less pronounced migration towards the bottom and maintained elevated positions in the 3D space (Fig 6). At this point we should not exclude the possibility that fibroblasts physically blocked cell migration, however their aggregation with the cancer cells can be due to signalling. Other studies have also shown that the presence of fibroblasts in 3D cancer cell cultures results in more compact spheroids as well as altered intercellular signalling and gene expression, leading to altered cell proliferation and migration [50, 69–71].

### 3.6 Semi-ellipsoids as a 3D migration assay

Over the years, wound healing assays have become the standard protocol for examining *in vitro* cell kinetics under certain conditions. Wound healing assays typically include monolayers of adherent cells in which a cell-free gap is created, and the gap is closed by the adjacent cells. The current experimental setup presents many similarities to the wound healing assay, except that cells are initially cultured in 3D and migrate towards the bottom. In addition, in the present study, we showed that under certain conditions, for example, the presence of a *migrastatic* drug or non-adhesive surface the cells stopped migrating. This would also be the case for conventional wound-healing assays. However, our 3D experimental setup presents some advantages compared with the wound healing assay. First, the introduction of the 3rd dimension may present significant alterations in the behaviour of the cells, such as cytotoxicity, growth, and related biochemical processes, while the histological and molecular features of *in vitro* 3D spheroids exhibit more similarities with xenografts than conventional 2D monolayers [50, 72–75]. Second, the initial uniform and sparse distribution of the cells in 3D space allows not only the observation of sedimentation, but also additional phenomena that occur during the culture, such as cell division and cluster formation. In addition to these advantages, the setup is easy to construct, the experimental process is relatively short, and allows for a large number of replicates—in the present study we generated 5 and 12 replicates per time-point, for each experiment. More importantly, quantification of cell behaviour can be achieved with the use of mathematical models and spatial analysis techniques, as done herein. In conclusion, the presented methodology presents many advances compared to standard monolayer protocols, and can be expanded to the study of many different biological mechanisms.

## 4 Conclusion

We examined cell sedimentation in 3D cancer cell cultures. The introduction of the *migrastatic* drug Paclitaxel inhibited this sedimentation, suggesting that active migration mechanisms are involved in sedimentation. Furthermore, RNA-seq analysis showed that cancer cells were more likely to migrate towards the bottom in a collective manner than individually. Based on this evidence, we formulated a hypothesis stating that cells floating in 3D migrate due to signals produced by cells already located at the bottom of the space. Mathematical modelling of this hypothesis validated the experimental observations and provided insights into the mechanisms and spatial organization of the cells. To further validate this hypothesis of aggregation due to the presence of adhesive areas, we coated the glass bottom with agarose to prevent cell adhesion, resulting in the absence of sedimentation. Additionally, to further validate the hypothesis of migration due to signaling, we introduced fibroblasts to the surrounding area of the Matrigel scaffold, which resulted in both sedimentation and maintenance of clusters in 3D space. Overall, the examined 3D culture setting provided important insights into the behaviour of cancer cells, and revealed that TNBC cells tend to move towards areas of increased adhesion. The proposed mathematical modelling approach enabled us to characterize the mechanisms and spatial organization of cell growth. Future extensions of the present work may include the expansion of this framework to other types of cells, e.g. cancer cells co-cultured with immune cells, and the examination of different drug/dose schemes for the optimization of drug efficacy in terms of both cell growth and migration, as well as the effect of drug resistance and its relationship with cell migration.

## 5 Materials & methods

To examine the phenomenon of sedimentation in 3D cultures, we performed the following experimental and computational modelling steps. First, we performed 3D Matrigel cultures of TNBC cells and we collected spatial data using confocal microscopy across different time-points. To examine the effect of passive migration we performed 3D matrigel cell cultures treated with Paclitaxel, which affects the microtubules of the cells, hence inhibiting any possible active migration. Upon rejection of passive migration mechanisms, we performed RNA-seq experiment and differential gene expression analysis to examine the presence of mechanisms responsible of migration. These observations led to the development of a hypothesis of cell sedimentation involving self-generated chemotactic gradient which was examined using a hybrid discrete-continuum mathematical model. The model was calibrated and validated with the experimental data. Finally, to further validate the examined hypothesis we performed two additional experiments that involved cancer cell/fibroblast co-cultures and 3D cultures in agarose coated bottom. These experiment examined the signalling hypothesis and the contribution of sites of high adhesion to the migration. The methods are described in the following paragraphs.

### 5.1 Cell preparation

Triple-negative breast cancer (TNBC) cells from the MDA-MB-231 cell line (ATCC) with nuclear GFP (histone transfection) were thawed and cultured at 5% CO2 and 37°C in DMEM (Gibco) at pH 7.2 supplemented with 10% fetal bovine serum (Wisent Bioproducts), 100 U/mL penicillin, 100 μg/mL streptomycin, and 0.25 μg/mL amphotericin B (Sigma) in T-75 flasks (Corning). The cells were passaged before reaching 85% confluence. Three passages were performed before the 3D cultures; cells were rinsed twice with DPBS and trypsin-EDTA (0.25%-1X, Gibco) was used to harvest them. The MDA-MB-231 cell line was validated with short tandem repeat (STR) analysis [2].

### 5.2 3D cell cultures

A cell-Matrigel (Corning) suspension was created using 2 mL of Matrigel (4°C) and 5 × 10^4^ MDA-MB-231/GFP cells. Droplets of a 5 μL cell-Matrigel mixture were manually deposited onto a high-performance #1.5 glass-bottom 6-well plate (0.170±0.005 mm) (Fisher Scientific). The datasets were separated into non-treatment and treatment groups. The datasets representing treatment conditions were administered with Paclitaxel on the 5th day of the experiment. The administered doses were 0.5 μM, 0.05 μM, 0.005 μM, and 0.0005 μM. In total, 32 datasets were generated, including 12 biological control replicates and 5 biological replicates for each dose. Each of these samples were monitored using confocal microscopy on days 0, 2, 5, 7, 9, 12, and 14. To assess the reproducibility of our results, we performed the control experiments in two independent sessions, and in both sessions sedimentation occurred. The data are publicly available in the corresponding FigShare repository.

### 5.3 Imaging and data preparation

Data acquisition was performed every 2–3 days for a total of 15 days using a confocal microscope (Nikon A1R HD25), coupled with a cell culture chamber. The dimensions of the 3D cultures were approximately 2.5 × 2.5 × 0.9 mm^3^. Cell localization was made possible by the presence of GFP fluorophore in the cell nuclei. Fluorescent nuclei were segmented using the image processing and segmentation pipeline described in [76]. The pipeline was implemented in MATLAB [77] and imageJ [78] and is publicly available in the GitHub repository of the present study. The segmented nuclei were then mapped to a 3D Cartesian space by detecting their centroid locations using a 26-connected neighbourhood tracing algorithm implemented in MATLAB [77]. The final step was the calculation of the spatial density profiles of the cells represented by their centroids using Kernel Density estimation via the diffusion method [79]. Density calculations were performed using a grid of size 167 × 167 × 61, such that each cell occupied approximately one grid point. The density matrices were linearly interpolated to match the spatial grid size of the simulations (480 × 480 × 176).

### 5.4 RNA-seq experiment

We repeated the same experimental procedure described in Materials and Methods sections A, B, increasing the number of cells and the Matrigel volume to achieve the threshold of 500k cells required for the sequencer. The following protocol was implemented for each cell/Matrigel sample. Fresh cell culture media were warmed at 37°C and supplemented with collagenase and dispase 1X (Sigma Aldrich, Cat. # 11097113001). Micropipettes were used to break down the cell-laden Matrigel constructs using suction force, and these were incubated for 30 min in a cell culture incubator (95% relative humidity, 37°C, and 5% CO2). The cells were centrifuged at 300 g for 5 min and the supernatant was discarded. The cells were resuspended in TRIzol (Fisher Scientific) with a 3:1 ratio of sample volume. The samples were frozen at -80°C. The RNeasy Plus Universal Mini Kit (QIAGEN) was used to extract total RNA from the QIA cube Connect, according to the manufacturer’s instructions. Library preparation construction and sequencing were carried out at Génome Québec using the Illumina NovaSeq 6000 platform, and paired-end reads (PE100) were produced. The RNA-seq experiment consisted of 24 samples in total. For the non-treatment conditions, the samples were extracted from days 2 and 4 with 2 biological replicates for each time-point. For each dose, the samples were isolated in day 4 with 2 biological replicates for each dose (0.5 μM, 0.05 μM, 0.005 μM, and 0.0005 μM), respectively. The data are publicly available in Gene Expression Omnibus (GEO) at GSE223350.

### 5.5 Transcriptomic analysis

The pipeline for the transcriptomic analysis is presented in Fig C of S1 File. Adapter sequences and low quality bases were removed using Trimmomatic (v.0.39) [80]. Reads were scanned and truncated when the average quality of the three-nucleotide sliding window fell below a threshold of 3. Short reads were discarded after trimming (<36 bp). Quality control metrics were obtained using FASTQC (v.0.11.9) [81] and SAMtools (v.1.10) [82]. The reads were aligned to the reference genome hg19 (GRCh37) [83] using STAR (v.2.7.5) [84], and only uniquely aligned reads were retained. Gene expression levels were calculated by quantifying uniquely mapped reads mapped to exonic regions (n = 63,568 genes) using Rsubread (v.2.4.2) [85]. Both normalization and differential expression analyses were performed using DESeq2 (v.1.30.1) [86]. The results obtained from the differential gene expression analysis across treatment and non-treatment conditions were filtered using the independent hypothesis weighting method (v.1.18.0) [87]. Gene Ontology over-representation tests and gene set enrichment analysis were performed using ClusterProfiler (v.3.18.1) [88]. Finally, gene expression localization was performed using OncoEnrichR (v.1.4.0) [89] and the ComPPI database (v.2.1.1) [90]. The cellular anatogram in Fig 1c, was generated using gganatogram (v.1.1.1) [91]. The code for the transcriptomic analysis can be found in the corresponding GitHub repository.

### 5.6 Agarose coating and 3D cell culture experiment

As described in [49], agarose 4% (w/v) was heated to boiling point, and liquid agarose (2.5mL) was used to cover the bottom of a high-performance #1.5 6-well plate (Fisher Scientific). This process was repeated for all five wells. While the agarose was still in the liquid phase, we created 5μL of air bubbles on the surface of the agarose using micropipettes. Upon polymerization of agarose, we discarded the outer layer of the bubble, creating a pocket. Finally, each pocket was filled with 5μL of the cell/Matrigel mixture described in Materials and Methods Section 5.2. Data were acquired on days 0, 2, 7 and 14 using a confocal microscope (Nikon A1RHD25).

### 5.7 TNBC/cancer-associated fibroblast co-cultures

TNBC cells of the MDA-MB-231/GFP cell line were suspended in Matrigel, according to the protocol described in Materials and Methods sections A and B. Cancer-associated fibroblasts of the cell line IMR-90 (ATCC) labelled with mCherry were introduced to the adjacent space of the cell culture space and settled on the surface surrounding the Matrigel scaffold. Throughout the duration of the experiment (14 days), the fibroblasts invaded the Matrigel scaffold and mixed with cancer cells. Data were acquired on days 0 and 14 using a confocal microscope (Nikon A1RHD25).

### 5.8 Mathematical model

Similar to our previous study on the validation of models using 3D cell culture data [49], we used a system of two Keller-Segel (KS) type equations for cancer cell density and chemotactic agent density. The spatiotemporal evolution of the cancer cell, *u*, and chemotactic agent, *f*, densities were obtained by the following PDEs:

$$\frac{\partial u}{\partial t}=D_{u}\nabla^{2}u+su(1-u)-ku-\chi \nabla \cdot [u(1-u)\nabla f],\;\text{in}\;\Omega$$ (1)

$$\frac{\partial f}{\partial t}=D_{f}\nabla^{2}f,\;\text{in}\;\Omega$$ (2)

$$\nabla u\cdot \vec{n}=\nabla f\cdot \vec{n}=0,\;\text{in}\;\partial \Omega$$ (3)

u(x,y,z,t=0)=observed (4)

$$f\left(x,y,z,t=0\right)=e^{\left(-\frac{z}{0.26\;(\text{mm})}\right)}I,\;I=\{\begin{array}{c} 1,\;\text{if}\;u>0\\ 0,\;\text{if}\;u=0 \end{array}$$ (5)

where *D*_*u*_, *D*_*f*_ are the diffusion constants, *s* is the growth constant of the cell density, *k* is the cell death rate in the presence of treatment, and *χ* is the advection constant of the cells. The right-hand side consists of the diffusion terms *D*_*u*_∇^2^*u*, *D*_*f*_∇^2^*f*, which represent the random motion of the cancer cells and signals, respectively; the growth term *su*(1 − *u*), which increases the density of the tumour in a logistic manner; *ku* is the cell death term in the presence of treatment; and the nonlinear advection term −*χ*∇ ⋅ [*u*(1 − *u*)∇*f*] which represents the biased movement of the cells towards the direction where the gradient of the chemotactic signal density increases. According to the hypothesis of cell aggregation at the bottom (Results E), cells at the bottom secrete signals to stimulate cell migration and aggregation, and these signals diffuse in the 3D space, forming a gradient from the bottom to the top. Since cell attachment at the bottom was observed during the initial stages of the experiment, we assumed that signal secretion and diffusion occurred at the beginning of the experiment. For simplicity, we incorporated a signal gradient that decreased exponentially from bottom to top in the Initial Conditions (IC), as shown in Eq (5). In our previous analysis [49], we found that the signal production term in Eq (2) was insensitive to the produced output; hence, we excluded it from the current model.

We hybridized the KS model using the technique presented in [92, 93]. Specifically, we discretized Eq (1) using the forward time central differences scheme (FTCS) and the approximations found in [94]:

$$\begin{array}{cc} u_{i,j,k}^{n+1} & =u_{i,j,k}^{n}P_{0}+u_{i+1,j,k}^{n}P_{1}+u_{i-1,j,k}^{n}P_{2}+u_{i,j+1,k}^{n}P_{3}\\ & +u_{i,j-1,k}^{n}P_{4}+u_{i,j,k+1}^{n}P_{5}+u_{i,j,k-1}^{n}P_{6} \end{array}$$ (6)

where the grouped terms *P*_*i*_, *i* = 0, …, 6 denote the probabilities of the cells of remaining stationary (*P*_0_) or moving back (*P*_1_), front (*P*_2_), left (*P*_3_), right (*P*_4_), down (*P*_5_), up (*P*_6_), defined as

$$\begin{array}{c} \begin{array}{cc} P_{0} & =1-\frac{6D_{u}dt}{dx^{2}}\\ P_{1,2} & =\frac{D_{u}dt}{dx^{2}}\mp \frac{\chi dt}{4dx^{2}}\left(f_{i+1,j,k}-f_{i-1,j,k}\right)\\ P_{3,4} & =\frac{D_{u}dt}{dx^{2}}\mp \frac{\chi dt}{4dx^{2}}\left(f_{i,j+1,k}-f_{i,j-1,k}\right)\\ P_{5,6} & =\frac{D_{u}dt}{dx^{2}}\mp \frac{\chi dt}{4dx^{2}}\left(f_{i,j,k+1}-f_{i,j,k-1}\right) \end{array} \end{array}$$ (7)

Since the cells were approximately 15 μm in size and the spatial grid points were 5.2 μm apart, we assumed that each cell occupied three grid points in each direction. To account for this, we modified Eqs (6) and (7) by changing the indices that point in a direction to two grid points instead of one, that is, i±3 instead of i±1. The movement probabilities were then passed to a cellular automaton that updated the position and state of each cell.

The cellular automaton (CA) is shown in Fig H a of S1 File. The CA takes into account three cellular states; alive, quiescent, and dead. At every time step, it checks whether a cell can undergo spontaneous death, based on the probabilities shown in Fig H b of S1 File, and updates the age of the alive cells. The probability of spontaneous death increased after Day 10. This hypothesis is based on increased cell crowding, which results in a potential shortage of nutrients or accumulation of metabolic waste products. The CA checks whether any cell has reached the proliferation age determined based on the estimated parameter *s* (days)^−1^ of the continuum model. We estimated the doubling time from the exponential phase of growth, *e*^*st*^, and the resulting formula, *t*_double_ = ln2/*s*. Considering only the doubling time would cause the cells to divide infinitely, which is not consistent with the logistic growth dynamics. Hence, we introduced the effect of space availability, as well as a spontaneous death probability that reduced cell viability (Section 2 of S1 File). The probability of spontaneous death was tuned using data obtained from our cell viability assay using flow cytometry (Section 3 of S1 File). For the treatment conditions, the cell death rate *k* was translated to a cell death probability *P*_*k*_ = *k*d*t* for each time step of the simulation. The cell-division mechanism algorithm separates into two processes based on the cell position in space. If the cell is attached to the glass and there is sufficient space, then division will be performed on the glass; otherwise, the cell divides in any direction of the 3D space if there is sufficient space. However, if there is insufficient space, the cell becomes quiescent. If the cell is not ready to divide, CA turns into a migration mechanism.

The first condition for migration considered an adhesion parameter, and the second is the state of the cell. The adhesion parameter is the local density, defined as the sum of the densities in the neighbouring positions, i.e., ∑_*n*={−3,3}_ (*u*_*i*+*n*,*j*,*k*_ + *u*_*i*,*j*+*n*,*k*_ + *u*_*i*,*j*,*k*+*n*_). A cell can migrate if the local density is equal to or greater than the threshold value *n*, which is related to the number of neighbouring cells. We hypothesized that the number of neighbours required for cell migration would increase over time (Fig H b of S1 File) because the initial cell distribution in 3D space was sparse, hence they could migrate freely to search for other cells to attach. However, as cell clustering occurs due to cell division or cell contact, migration becomes less frequent as the cells become more attached to each other. If a cell satisfies these conditions, the algorithm checks its position. If a cell is settled at the bottom of the space or is connected to a cell located at the bottom, it cannot migrate; otherwise, the cell can migrate in the 3D space given the moving probabilities *P*_0_, …, *P*_6_. The hybrid model was implemented in CUDA-C/C++ language [95] and the code is uploaded to the corresponding GitHub repository.

### 5.9 Continuum model calibration

The model, *M*, (Eqs (1)–(3)) includes a set of parameters *θ* = {*D*_*u*_, *s*, *χ*, *D*_*f*_, *r*} that are considered unknown. We used their Probability Density Functions (PDF) and the calculated densities from the 3D cell culture data, D, to assess the most probable parameter values according to Bayes’ rule

$$\begin{array}{c} P(\theta |D,M)\propto P(D|\theta ,M)P(\theta ) \end{array}$$ (8)

where P(θ|D,M) is the posterior PDF of the model parameters *θ* given the observed data D and the model *M*, P(D|θ,M) is the likelihood of the observed data D given the model *M* and the parameters *θ*, and P(θ) is the prior PDF. We assume uninformative, uniform distributions for the model parameter prior PDFs.

The experimental data consisted of 12 control, and 5 datasets per treatment dose (4 doses). Each dataset consisted of samples collected at 7 time-points for controls and 5 time-points for the treatment data. The datasets were assumed to be independent, and the model was evaluated separately for each dataset. The likelihood was defined as

$$\begin{array}{c} L(\theta ;d)=\prod_{i=1}^{n}\frac{1}{\sigma_{d}\sqrt{2\pi }}\;\text{exp}\;(-\frac{{\left(d_{i}-q_{i}\left(\theta \right)\right)}^{2}}{2\sigma_{d}^{2}}) \end{array}$$ (9)

where *n* is the number of spatial grid points, **d** the density profile of the corresponding sample in a dataset, *d*_*i*_, *q*_*i*_ the density values of the experimental sample and the simulation results, respectively, at grid point *i*, and *σ*_*d*_ is the variance of the distribution of the likelihood.

We used a Transitional Markov Chain Monte Carlo (TMCMC) [96–98] algorithm implemented in the Π4U package [99]. The TMCMC algorithm iteratively constructs series of intermediate posterior PDFs

$$\begin{array}{c} P_{j}\left(\theta |D,M\right)\propto P{\left(D|\theta ,M\right)}^{\rho_{j}}P\left(\theta \right) \end{array}$$ (10)

where *j* = 0, …, *m* is the index of the Monte Carlo time series (generation index), *ρ*_*j*_ controls the transition between generations, and 0 < *ρ*_0_ < *ρ*_1_ < ⋯ < *ρ*_*m*_ = 1. The intermediate PDFs converge to the target PDF as generations progress [96] (Section 3 of S1 File). The TMCMC method can utilize a large number of parallel chains that are evaluated in each Monte Carlo step to obtain a result close to the true posterior PDF. To evaluate the calibration results, we calculated the Normalized Root Mean Squared Error (NRMSE) (Section 4 of S1 File). As described in our previous work [49], we used all the time points for the calibration of the continuum model. Validation was performed using the hybrid (discrete-continuum) model with the spatial statistical measures described below. The code for the calibration is available in the corresponding GitHub repository.

### 5.10 Spatial analysis

#### 5.10.1 Complete spatial randomness test of spatial cell distributions

The Complete Spatial Randomness (CSR) test examines whether the observed spatial point patterns, in our case the centroids of the nuclei, can be described by a uniform random distribution [100]. The CSR test was implemented using Ripley’s *K*-function and the *spatstat* [101] package in R [102]. The *K*-function [103] is defined as the ratio between the number of the events, i.e. locations of points, *j* within a distance *t* from the event *i*, over the total number of events *N*, in the studied volume *V*

$$\begin{array}{c} K\left(t\right)=\frac{1}{\hat{\lambda }}\sum_{i}\sum_{j\neq i}I\left(d_{ij}<t\right),\;I\left(x\right)=\{\begin{array}{cc} & 1\text{,}\;\text{if}\;x=\text{true}\\ & 0\text{,}\;\text{otherwise} \end{array} \end{array}$$ (11)

where $\hat{\lambda }=N/V$ denotes the average density of events *N* in the studied volume *V*, *d*_*ij*_ is the distance between events *i* and *j*, and *t* is the search radius. The *K*-function was calculated for all datasets and compared against complete spatial randomness following a Poisson process *K*(*t*) = 4*πt*^3^/3 [103] for three spatial dimensions. Isotropic edge correction was applied in the calculation of the *K*-function. The volume used for the calculation was the same as that used in the simulations, i.e., 2.5 × 2.5 × 0.917 mm^3^. To assess the uncertainty of the random variable *K*, we produced a CSR envelope by generating 100 random distributions and calculating the *K*-function for each distribution. The envelope was created by keeping the minimum and maximum values of the resulting *K* values. A substantial upward separation of the observed *K*-function from the theoretical random *K*-function denotes clustered patterns, and downward separation denotes dispersed patterns [100]. Both separation types suggest non-randomness of the examined spatial distributions.

#### 5.10.2 Characterization of the Spatial Cell Distributions

The *inter-nucleic (IN) Distance Distribution* for a given sample was calculated using pairwise Euclidean distances between all nuclei. Given two nuclei *i* and *j* with centroid positions **p**_**i**_ = (*x*_*i*_, *y*_*i*_, *z*_*i*_) and **p**_**j**_ = (*x*_*j*_, *y*_*j*_, *z*_*j*_) respectively, their pairwise Euclidean distance is given by

$$\begin{array}{c} D_{ij}=\sqrt{{\left(x_{i}-x_{j}\right)}^{2}+{\left(y_{i}-y_{j}\right)}^{2}+{\left(z_{i}-z_{j}\right)}^{2}},\;i,j=1\ldots N,\;i\neq j \end{array}$$ (12)

where *N* denotes the total number of nuclei.

The *Nearest-Neighbour (NN) Distance Distribution* for a given sample was calculated using the distances between the nearest neighbours of the nuclei. The nearest neighbour distance for a given nucleus *i* is given by the minimum IN Distance between the nucleus *i* and all the other nuclei of the sample, i.e. $D_{NN}^{i}={\text{min}}_{i,j}\;\left\{D_{ij}\right\}$, *j* ∈ [1, *N*], *j* ≠ *i*.

Comparisons between *in vitro* and *in silico* IN and NN distance distributions were performed using the cosine similarity test [104] in MATLAB [77]. The code for the spatial analysis is available in the corresponding GitHub repository.

## Supporting information

S1 File Supporting information file.

# Supplementary material for: Cancer cell sedimentation in 3D cultures reveals active migration regulated by self-generated gradients and adhesion sites
**Source:** PLoS Comput Biol. 2024 Jun 11;20(6):e1012112. doi: 10.1371/journal.pcbi.1012112
**Supplement:** S1 File

# Supporting Information: Cancer cell sedimentation in 3D cultures reveals active migration regulated by self-generated gradients and adhesion sites

Nikolaos M. Dimitriou<sup>1\*</sup>, Salvador Flores-Torres<sup>1</sup>, Maria Kyriakidou<sup>2</sup>, Joseph Matthew Kinsella<sup>1</sup>, Georgios D. Mitsis<sup>1\*</sup>

## Contents

|   |                                    |    |
|---|------------------------------------|----|
| 1 | Experiments                        | 2  |
| 2 | Cell viability assay               | 3  |
| 3 | Continuum model calibration        | 8  |
| 4 | Normalized Root Mean Squared Error | 8  |
| 5 | Model validation analysis          | 12 |

## List of Figures

|   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |   |
|---|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|
| A | <b>Experiments.</b> Cell locations in the 3D space for (a) non-treatment (control), (b) 0.0005 $\mu\text{M}$ , (c) 0.005 $\mu\text{M}$ , (d) 0.05 $\mu\text{M}$ , (e) 0.5 $\mu\text{M}$ of Paclitaxel, respectively. (f) Number of segmented nuclei with respect to time. We observe that higher doses of Paclitaxel inhibit cell movement, while their number remains approximately the same across time, with a reduction occurring after the 9th day. . . . .                                              | 3 |
| B | <b>Experiments.</b> Histograms of numbers of cells with respect to the cell culture height. The comparisons are made between the non-treatment (control) and the Paclitaxel-treatment conditions. . . . .                                                                                                                                                                                                                                                                                                     | 4 |
| C | <b>RNA-seq data analysis pipeline.</b> The differential gene expression analysis was performed between non-treatment and Paclitaxel treatment conditions. . . . .                                                                                                                                                                                                                                                                                                                                             | 5 |
| D | <b>Gene Ontology (GO) over-representation test.</b> Among other ontologies, the Adherens Junction (AJ) is over-represented with adjust p-value $\approx 0.0015$ . . . . .                                                                                                                                                                                                                                                                                                                                     | 5 |
| E | <b>Cell migration mechanisms.</b> EMT signalling pathway did not follow a distinct pattern between treatment and non-treatment. As a result, the EMT mechanism was not considered as a plausible mechanism of migration. . . . .                                                                                                                                                                                                                                                                              | 6 |
| F | <b>Alternative possible mechanisms of migration.</b> Genes involved in a) sprouting and branching, b) contact inhibition of locomotion, c) supracellular contraction. C1 and C2 correspond to the control samples. The treatment samples are denoted with Pac following the dose of the treatment in $\mu\text{M}$ . . . . .                                                                                                                                                                                  | 6 |
| G | <b>Agarose coating experiment.</b> Cell viability was reduced compared to the control, non-coating experiment. Thus, surfaces of adhesion play a major part in cell viability in <i>in-vitro</i> conditions. . . . .                                                                                                                                                                                                                                                                                          | 7 |
| H | <b>Hybrid Model Cellular automaton (CA).</b> (a) Flowchart of the CA. (b) Migration and spontaneous death probability parameters of the CA with respect to time. The migration of cells depends on the number of neighbours. The increase of the migration parameter with respect to time is based on observations made on the experiments showing that cells tended to form clusters during the later time-points. The spontaneous death probability was measured using a flow cytometry experiment. . . . . | 7 |

|   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |    |
|---|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| I | <b>Continuum model calibration.</b> Posterior distributions of the model parameters for representative datasets of (a) non-treatment conditions, (b) 0.0005 $\mu\text{M}$ , (c) 0.005 $\mu\text{M}$ , (d) 0.05 $\mu\text{M}$ , (e) 0.5 $\mu\text{M}$ of Paclitaxel. Above diagonal: Projected TMCMC samples of the posterior distribution in 2D space. Diagonal: Marginals of the joint posterior obtained via kernel densities. Red lines denote the 95% credible intervals. Below diagonal: 2D projected densities of the posterior obtained using 2D kernel densities. . . . .                                                                                                                                                                                                                                                                                                                                                                   | 10 |
| J | <b>Continuum model calibration.</b> Contour plots for the y-z cross-section at $x = 1.25 \text{ mm}$ . a)-d) No treatment, e)-h) 0.0005 $\mu\text{M}$ of Paclitaxel, i)-l) 0.005 $\mu\text{M}$ of Paclitaxel, m)-p) 0.05 $\mu\text{M}$ of Paclitaxel, q)-t) 0.5 $\mu\text{M}$ of Paclitaxel for days 7, 9, 12, 14. Red: experiments, Black: simulations. . . . .                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | 11 |
| K | <b>Model validation analysis.</b> Clustering abundance for (a) Experiments, (b) Simulations with uniform death probability across the space, and (c) Simulations with a radial decrease in cell death probability towards the center of the space. . . . .                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | 13 |
| L | <b>Spatial analysis.</b> Inter-Nucleic Euclidean distance distributions between (a) experiments, and (b) simulations across time. Overall, the distributions remain stable across time and treatment condition in both experiments and simulations. . . . .                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | 13 |
| M | <b>Spatial analysis.</b> Nearest-Neighbour Euclidean distance distributions of the non-treatment conditions across time. The NN distances initially formed wide distributions that gradually tended to become narrower around lower neighbourhood radii values with respect to time, across all samples, with similar characteristic peaks at $\sim 15 \mu\text{m}$ . . . . .                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       | 14 |
| N | <b>Spatial analysis.</b> Relationship between diffusion and advection mechanisms with morphological patterns. The K-function was calculated for 12 simulations of two cases; one with low advection ( $0.0005 \pm 0.0004 \text{ mm}^2/\text{day}$ ) and high diffusion ( $0.0076 \pm 0.0003 \text{ mm}^2/\text{day}$ ) constants, and one with high advection ( $0.0052 \pm 0.0002 \text{ mm}^2/\text{day}$ ) and low diffusion ( $0.00186 \pm 0.00009 \text{ mm}^2/\text{day}$ ) constants. The area under the resulted K-function ( $\text{AUC}_K$ ) was then calculated, and it was found that the combination low advection and high diffusion constants produced a considerably lower $\text{AUC}_K$ than the combination of high advection and low diffusion constants. The statistical significance of this result was calculated using the Kruskal-Wallis test, and it was found that $p\text{-value} \approx 5.4 \times 10^{-5}$ . . . . . | 14 |

## List of Tables

|   |                                                                                                                                                                                                                                                                                                                                 |    |
|---|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| A | <b>Continuum model calibration</b> Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the non-treatment condition (control). The prior PDF boundaries used for the parameter estimation are shown in the header of the table. . . . .                             | 9  |
| B | <b>Continuum model calibration</b> Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.0005 $\mu\text{M}$ . The prior PDF boundaries used for the parameter estimation are shown in the header of the table. . . . . | 9  |
| C | <b>Continuum model calibration</b> Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.005 $\mu\text{M}$ . The prior PDF boundaries used for the parameter estimation are shown in the header of the table. . . . .  | 9  |
| D | <b>Continuum model calibration</b> Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.05 $\mu\text{M}$ . The prior PDF boundaries used for the parameter estimation are shown in the header of the table. . . . .   | 9  |
| E | <b>Continuum model calibration</b> Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.5 $\mu\text{M}$ . The prior PDF boundaries used for the parameter estimation are shown in the header of the table. . . . .    | 10 |

## 1 Experiments

Overall, we performed 5 different experiments that enabled us understand the behaviour of TNBC cells of the MDA-MB-231 cell line in 3D cultures; (i) a simple 3D culture experiment (control) where the cells migrated towards the glass bottom of the plate, (ii) a 3D culture experiment with migration inhibition using the drug Paclitaxel, (iii) a 3D culture for

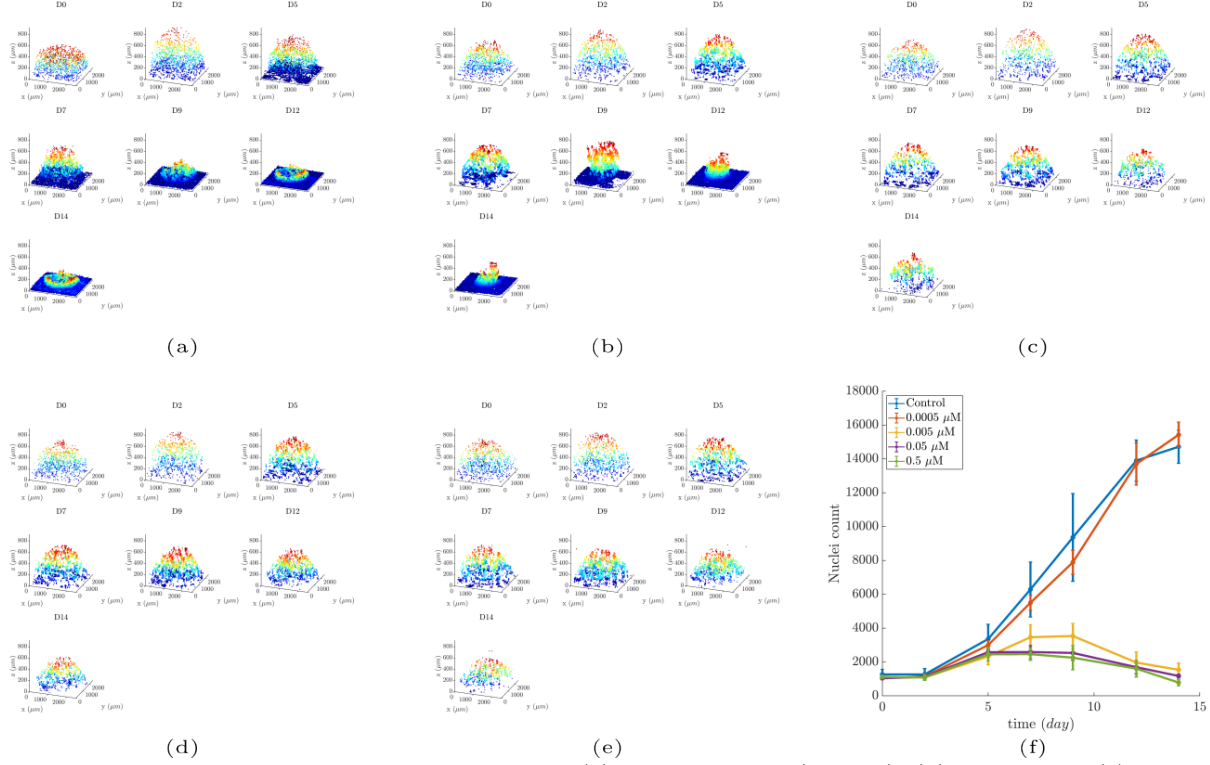

**Fig A Experiments.** Cell locations in the 3D space for (a) non-treatment (control), (b) 0.0005  $\mu\text{M}$ , (c) 0.005  $\mu\text{M}$ , (d) 0.05  $\mu\text{M}$ , (e) 0.5  $\mu\text{M}$  of Paclitaxel, respectively. (f) Number of segmented nuclei with respect to time. We observe that higher doses of Paclitaxel inhibit cell movement, while their number remains approximately the same across time, with a reduction occurring after the 9th day.

RNA-sequencing experiment under Control (non-treatment), and Paclitaxel treatment conditions, (iv) a 3D culture experiment that included agarose coating of the glass bottom, and (v) a 3D co-culture experiment with the TNBC cells, and fibroblasts.

As described in the manuscript, sedimentation was inhibited in presence of the drug Paclitaxel, and specifically for concentrations 0.5  $\mu\text{M}$ , 0.05  $\mu\text{M}$ , and 0.005  $\mu\text{M}$ . This is further depicted in Figs A, B. Further analysis of bulk RNA-seq data between non-treatment and Paclitaxel-treatment conditions revealed active migration mechanisms upregulated in the non-treatment data. For the RNA-seq experiment the analysis pipeline is presented in Fig C. The Gene Ontology over-representation test (Fig D) revealed that many of the over-represented ontologies link to cellular mechanisms of migration. Particularly the Adherens Junction (AJ) signalling together with MAPK, and TGF- $\beta$  are shown to contribute to a collective mode of migration, as described in [1]. 

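Because the genes of Fig 1d may have been chosen on these samples, the pathways were also tested with lists compiled by hand. Of 166 MAPK pathway components, 134 were lower at 0.5 μM against C2, with a median log2 fold change of -0.26 and a camera adjusted p-value of 1.23e-09. Over 12 alternatives of the list test, of which 10 passed, the median ran from -0.28 to -0.12. The highest adjusted p-value was 0.486, by camera with an estimated correlation. Calls at an adjusted p-value under 0.05 numbered 13 lower and 2 higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 21 when adjusted over the list alone. Of 54 TGF-β pathway components, 39 were lower, with a median of -0.17 and an adjusted p-value of 0.00658. Of these 1 was called lower and 1 higher, and 2 when adjusted over the list alone. That median did not stand out from random lists of matched expression (permutation, adjusted p = 0.279, range over 12 alternatives 2.68e-05 to 0.620). Among the 8 treated samples the slopes per 10-fold dose were -0.049 (camera adjusted p = 4.69e-12) and -0.039 (camera adjusted p = 0.00317), and the latter lost its call without replicate 2 at 0.5 μM, with a slope of -0.043.

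Lists of target genes were tested beside the components. The 23 genes induced by TGF-β had a median of -0.23 at 0.5 μM, 15 were lower, 2 were called, and camera gave 0.00369. Random lists of matched expression gave an adjusted p-value of 0.173, so the list did not stand out from them, and 8 of 12 alternatives passed the threshold (highest adjusted p = 0.620, by camera with an estimated correlation). The median was -0.06 without replicate 1 of C2 and -0.43 without replicate 2. The 10 genes induced by ERK had a median of -0.35 with 7 lower, and camera gave 0.0895. Random lists of matched expression gave an adjusted p-value of 0.0475. Of 12 alternatives of the list test 2 passed the threshold, with adjusted p-values from 0.0225 to 0.621. None of the 10 was called, and 3 had an unadjusted p-value under 0.05. Their median was -0.17 without replicate 1 of C2. CCN2, a typical TGF-β target, changed by -1.0 (standard error 0.31, edgeR adjusted p = 0.0792), and by -0.66 without replicate 1 of C2.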

A further search on the scenario of a possible individual migration mechanism regulated by EMT, we found that genes involved in the EMT migration mechanism have no distinct pattern of expression between non-treatment and treatment conditions (Fig E). Hence, migration via the EMT mechanism was less likely to occur compared to collective migration via MAPK, TGF- $\beta$ , and AJ signalling. Additionally, we examined other possible mechanisms of migration whose expression patterns are found in Fig F.

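With only 6 testable genes in Fig E, broader lists compiled by hand were added. For 23 mesenchymal genes the median log2 fold change against C2 was 0.17, 0.02, 0.03 and -0.20 with rising dose, so its sign turned between 0.05 and 0.5 μM. At 0.5 μM camera gave an adjusted p-value of 0.792, with 3 genes called higher and 0 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median was -0.11 without replicate 2 at 0.5 μM. For 14 epithelial genes the median was -0.22 at 0.5 μM, camera gave 0.173, and 1 gene was called lower. That median was 0.028 without replicate 1 of C2, -0.36 without replicate 2, and 0.0022 after the correction for GC content and gene length. Among the 8 treated samples both lists fell along the doses, with median slopes of -0.080 (camera adjusted p = 1.57e-06) and -0.056 (adjusted p = 0.00335). Against random lists of matched expression the adjusted p-values of these slopes were 0.00418 for mesenchymal and 0.135 for epithelial genes, and 7 of 10 alternatives passed for the latter. The fall of the epithelial list is therefore not distinguished from that of other genes of like expression. Its slope was -0.028 without replicate 1 at 0.0005 μM.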

For the 3D culture experiment that included agarose coating of the glass bottom, as described in the manuscript, the cells in the coated sample stopped moving towards the bottom, indicating the important role of the glass in cell migration. Additionally, we discussed that the viability of the cells was reduced in the coated samples, as shown in Fig G.

## 2 Cell viability assay

To estimate the viability of the cells during the plateau phase of the logistic curve, we performed a cell viability test on the 3D cultures using flow cytometry. The number of dead cells was measured for days 11, 12, and 13 after the time of seeding.

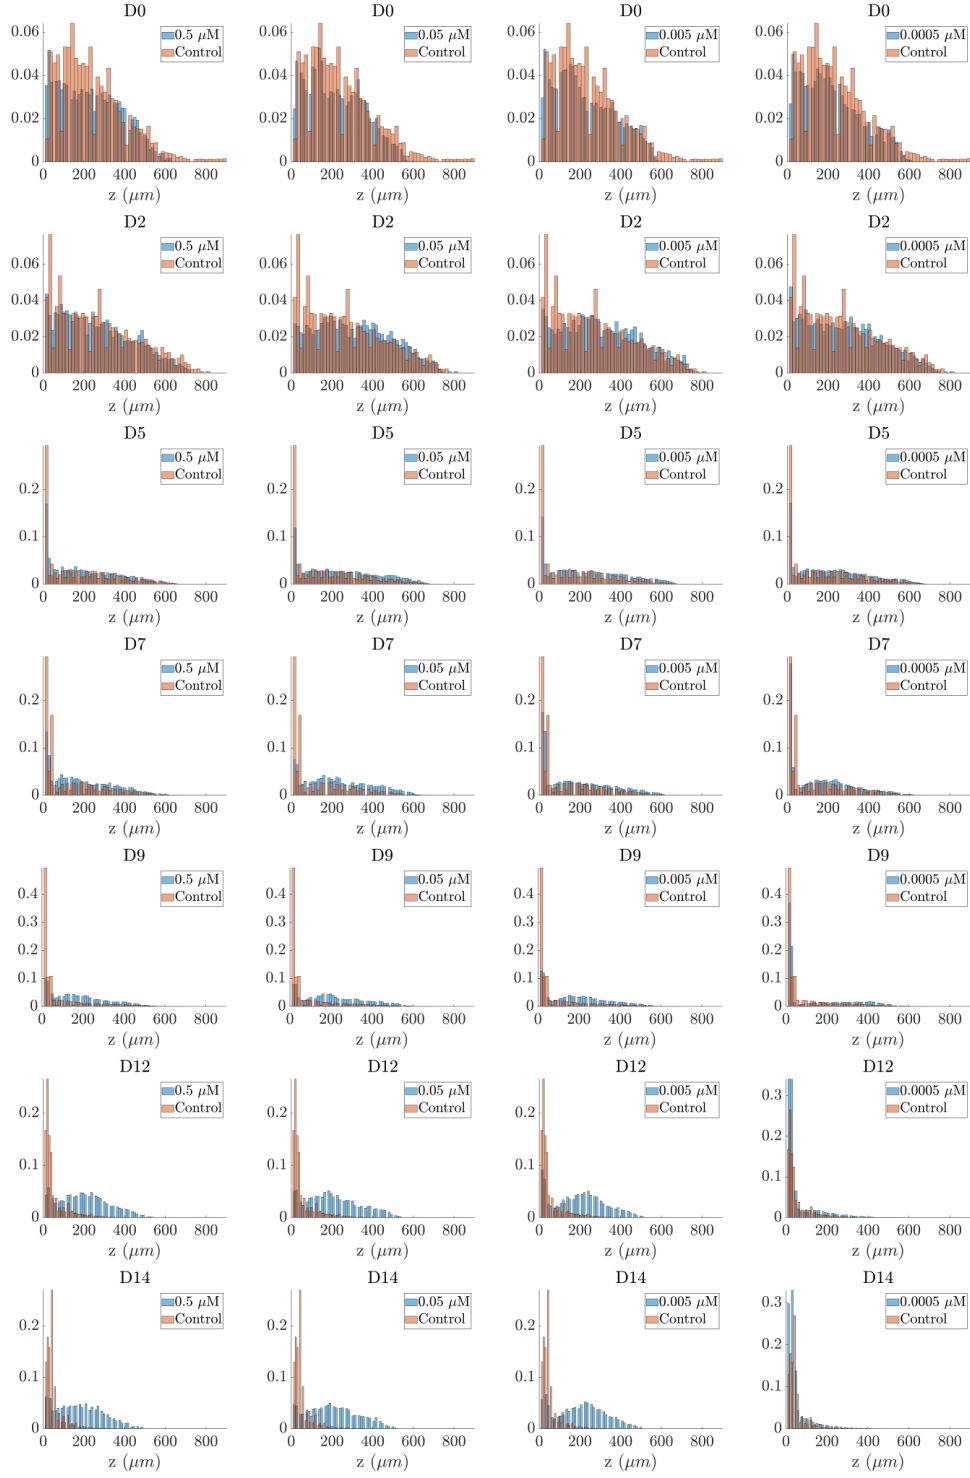

**Fig B Experiments.** Histograms of numbers of cells with respect to the cell culture height. The comparisons are made between the non-treatment (control) and the Paclitaxel-treatment conditions.

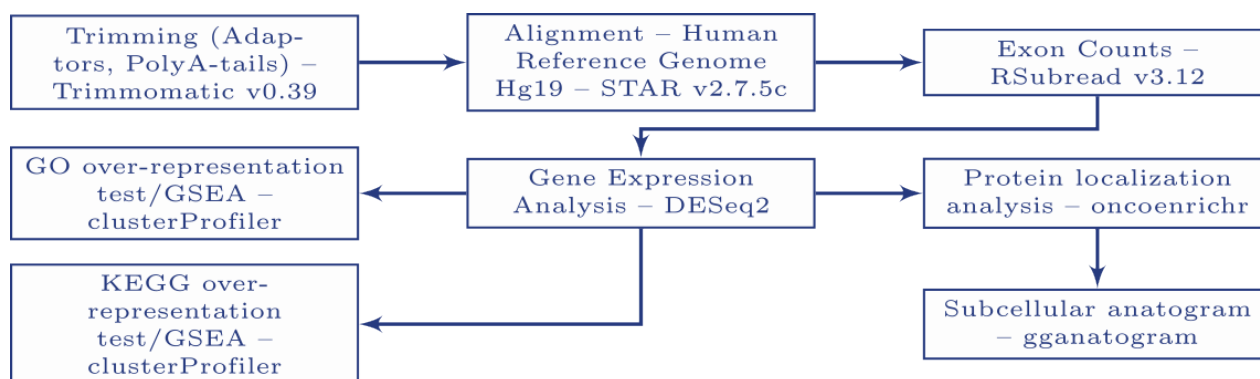

**Fig C RNA-seq data analysis pipeline.** The differential gene expression analysis was performed between non-treatment and Paclitaxel treatment conditions.

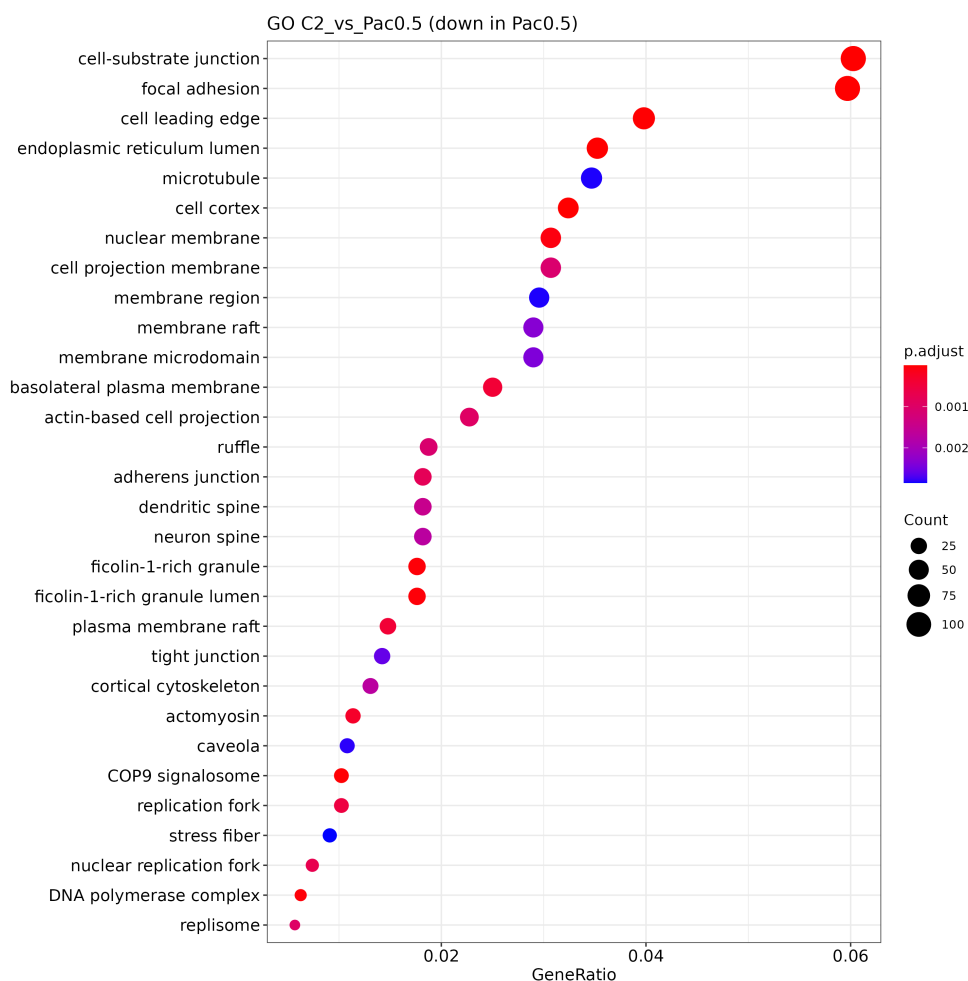

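The Gene Ontology annotation of the study was not used here, and the hand-compiled list of 48 adherens junction genes stood in for it. Of the 495 genes called lower at 0.5 μM than in C2, 1 belonged to this list, against 48 of 25249 tested genes overall. The odds ratio was 1.06 and a one-sided Fisher exact test gave p = 0.614. With DESeq2, the method of the study, 2 of 47 tested list genes were among 1009 called lower (exact p = 0.60). The genes called lower in the 8 treated against the 4 untreated samples were tested after seeing the data. Of these 2860 genes 9 belonged to the list, which is 18.8% of the list against 11.3% of all tested genes (odds ratio 1.81, exact p = 0.0874). The test treats genes as independent units.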

**Fig D Gene Ontology (GO) over-representation test.** Among other ontologies, the Adherens Junction (AJ) is over-represented with adjust p-value  $\approx 0.0015$ .

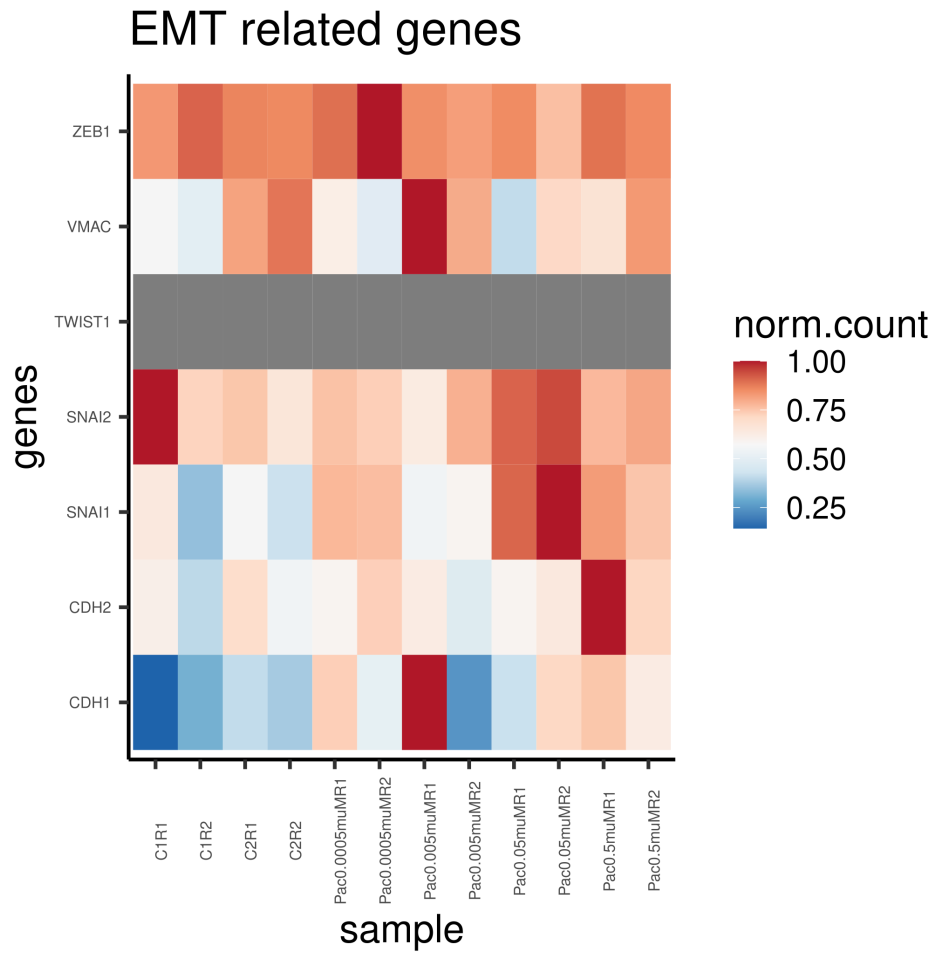

**Fig E Cell migration mechanisms.** EMT signalling pathway did not follow a distinct pattern between treatment and non-treatment. As a result, the EMT mechanism was not considered as a plausible mechanism of migration.

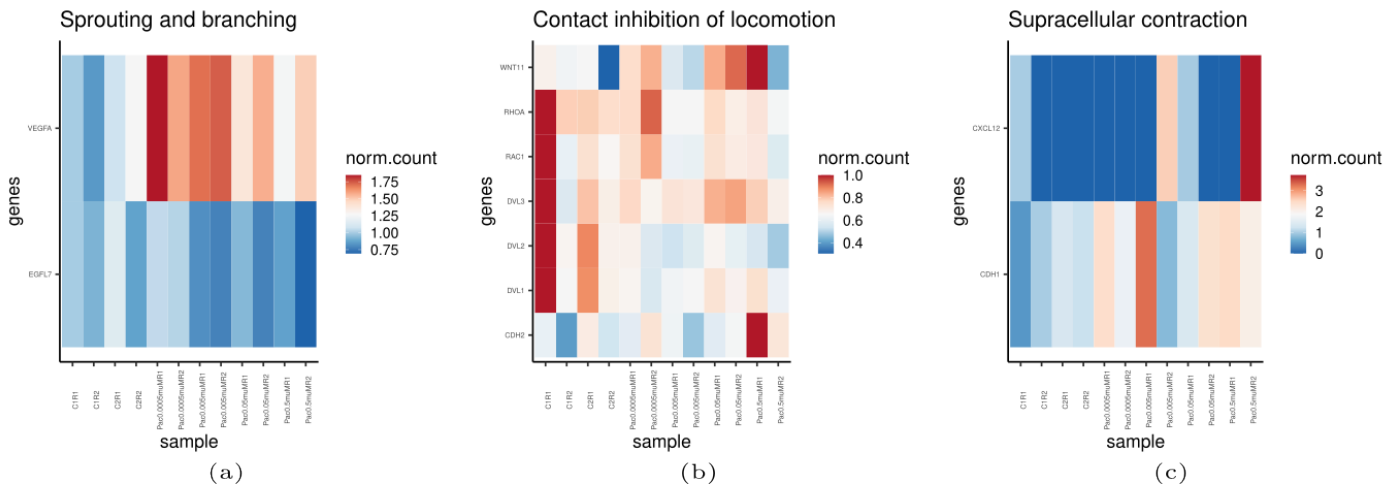

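The remaining genes of this panel gave no single direction at 0.5 μM against C2. For sprouting and branching and supracellular contraction, VEGFA changed by 0.24 (standard error 0.16, edgeR adjusted p = 0.395), EGFL7 by -0.35 (standard error 0.17, adjusted p = 0.232) and CDH1 was near the limit of detection. CXCL12 had 8 counts over all samples and could not be tested. VEGFA was 0.08 without replicate 2 at 0.5 μM, and EGFL7 was -0.14 without replicate 1 of C2. Treated against untreated, VEGFA was higher in the treated cells (0.60, standard error 0.13, adjusted p = 0.00275, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All treated samples are of day 4, while the untreated ones are of days 2 and 4. Comparisons of treated with untreated samples therefore mix drug with day of culture. Between the untreated days the 3 tested genes of sprouting and supracellular contraction had a median rise of 0.38, with 0 lower.

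For contact inhibition of locomotion, DVL2 changed by -0.56 (standard error 0.20, edgeR adjusted p = 0.114) at 0.5 μM and by -0.45 (standard error 0.12, adjusted p = 0.0103) in treated against untreated samples. DVL2 was -0.36 without replicate 1 of C2. DVL1, DVL3, CDH2 and WNT11 changed by -0.17, 0.0025, 0.49 and 0.60, with standard errors of 0.20, 0.21, 0.29 and 0.42. Some of these signs rest on 1 sample: DVL1 was 0.01 without replicate 1 of C2, DVL3 was -0.11 without replicate 2 of C2 or without replicate 1 at 0.5 μM, and WNT11 was -0.12 without replicate 1 at 0.5 μM.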

**Fig F Alternative possible mechanisms of migration.** Genes involved in a) sprouting and branching, b) contact inhibition of locomotion, c) supracellular contraction. C1 and C2 correspond to the control samples. The treatment samples are denoted with Pac following the dose of the treatment in  $\mu M$ .

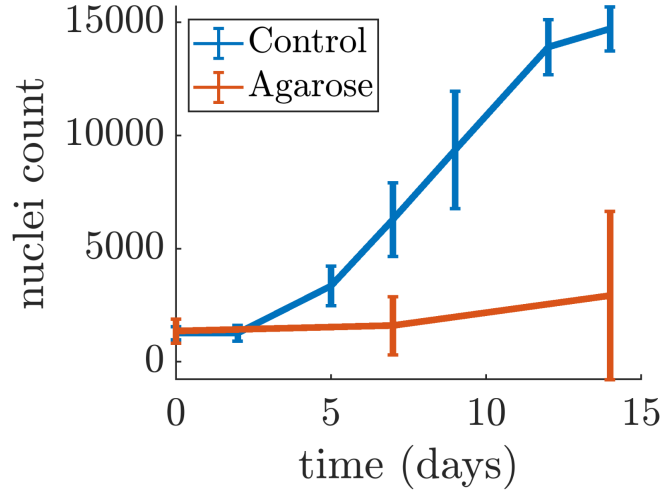

**Fig G Agarose coating experiment.** Cell viability was reduced compared to the control, non-coating experiment. Thus, surfaces of adhesion play a major part in cell viability in *in-vitro* conditions.

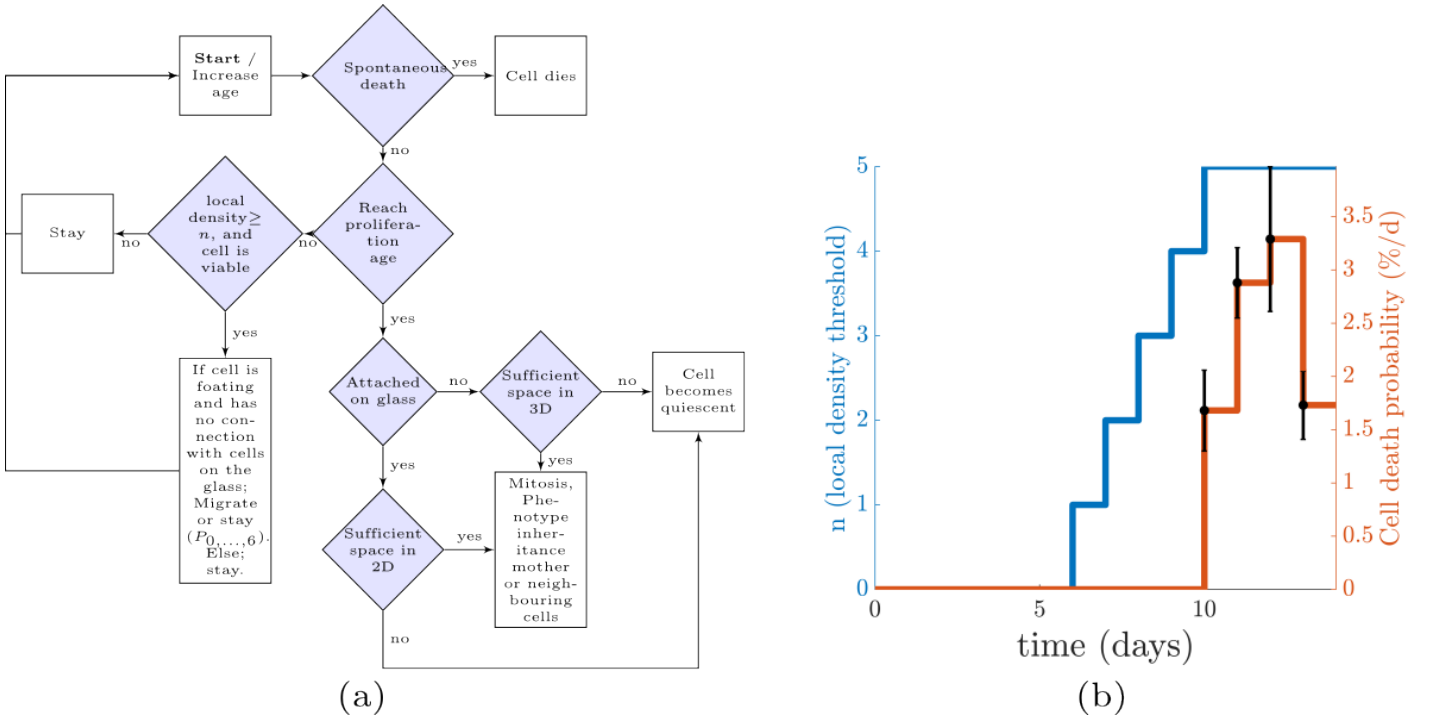

**Fig H Hybrid Model Cellular automaton (CA).** (a) Flowchart of the CA. (b) Migration and spontaneous death probability parameters of the CA with respect to time. The migration of cells depends on the number of neighbours. The increase of the migration parameter with respect to time is based on observations made on the experiments showing that cells tended to form clusters during the later time-points. The spontaneous death probability was measured using a flow cytometry experiment.

For each sample, the following protocol was implemented. Time 0 was acquired from non-encapsulated cells and every other time point corresponds to cells extracted from Matrigel domes. Fresh cell culture media was warmed at 37°C and supplemented with collagenase and dispase 1X (Sigma Aldrich, Cat. # 11097113001). Micropipettes were used to break down the cell laden Matrigel constructs by suction force, and these were incubated for 30 minutes inside a cell culture incubator (95% relative humidity, 37°C, and 5% CO<sub>2</sub>). Cells were centrifuged at 500g for 5 minutes, the supernatant was discarded and a 0.05% trypsin (Wisent, Cat. # 325-042-CL) was used to break any cell-to-cell adhesions for a period of 5 min. Trypsin was neutralized with cell culture medium, and the cell pellet was recollected after 5 min of centrifugation at 500g. A solution containing warm (37°C) 1X DPBS and 1X propidium iodine (miltenyi biotech, Cat. # 130-093-233) was used to resuspend and incubate the collected cells for 15 minutes. Finally, cells were centrifuged again at 500g for 5 minutes, the supernatant was discarded and they were resuspended in DPBS prior to flow cytometry experimentation. All time-points were acquired in triplicates and a PI+ control was implemented using fixed (4% PFA, 5 min) and pierced cells (0.01% SDS, 1 min). Dead cells were identified using the gating strategy described in Crowley et al. [2]. The percentage of dead cells was used to directly obtain the cell death probability rate, which is presented in Fig Hb of the manuscript.

### 3 Continuum model calibration

The parameters of the continuum were estimated using Bayesian inference and Transitional Markov Chain Monte Carlo algorithm (TMCMC) [3] that is implemented in the Pi4U package [4]. The TMCMC algorithm estimated posterior distributions of the model parameters given the experimental data. The process was repeated for each dataset separately across the non-treatment and treatment conditions. In total, 32 estimations were performed, and each of them evaluated 14000-20000 sets of model parameters.

The TMCMC algorithm implemented a series of resampling stages. Initially, samples from a uniform prior distribution were drawn. Then, in each stage, samples of the model parameters are drawn with respect to PDF of the corresponding stage. The plausibility weights between the proposed samples and the sample of the previous stage are computed, as shown in Eq (1). The algorithm resampled based on the normalized weights (Eq (2)). At the last stage, the algorithm generated samples based on the previous stage, that are distributed as in Eq (3).

$$w(\underline{\theta}_{j,k}) = \frac{p_{j+1}(\underline{\theta}_{j,k})}{p_j(\underline{\theta}_{j,k})} = \frac{p(D|\underline{\theta}_{j,k}, M)^{\rho_{j+1}} p(\underline{\theta}_{j,k}|M)}{p(D|\underline{\theta}_{j,k}, M)^{\rho_j} p(\underline{\theta}_{j,k}|M)} = p(D|\underline{\theta}_{j,k}, M)^{\rho_{j+1}-\rho_j} \quad (1)$$

$$\tilde{w}_{j,l} = \frac{w(\underline{\theta}_{j,l})}{\sum_{l=1}^{N_j} w(\underline{\theta}_{j,l})} \quad (2)$$

$$p(\underline{\theta}) \sim p(D|\underline{\theta}, M)p(\underline{\theta}|M) \quad (3)$$

The summary of the average and standard deviation of the parameter values in the posterior distributions across the examined conditions are found in Tables A-E. The posterior distributions of the model parameters for representative datasets across each condition are depicted in Fig I.

### 4 Normalized Root Mean Squared Error

The differences between the *in-vitro* and *in-silico* estimated cell density profiles were calculated using the Normalized Root Mean Squared Error (NRMSE) that is defined in Eq (4), where  $u_e$ ,  $u_s$  are the arrays containing the experimental and simulated density profiles, respectively.

$$\text{NRMSE} = \frac{1}{\max(u_e) - \min(u_e)} \sqrt{\frac{\sum_{i=1}^N (u_s^i - u_e^i)^2}{N}} \quad (4)$$

| Dataset | $D_u \in [10^{-3}, 2] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) | $s \in [1.8, 3] \times 10^{-1} (d^{-1})$ | $\chi \in [0.8, 5] \times 10^{-2} (mm^2 d^{-1})$ | $D_f \in [10^{-3}, 2] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) |
|---------|------------------------------------------------------------|------------------------------------------|--------------------------------------------------|------------------------------------------------------------|
| 1       | $1.999 \pm 0.001$                                          | $1.843 \pm 0.001$                        | $0.833 \pm 0.001$                                | $1.992 \pm 0.003$                                          |
| 2       | $1.698 \pm 0.138$                                          | $2.164 \pm 0.140$                        | $0.819 \pm 0.014$                                | $1.792 \pm 0.120$                                          |
| 3       | $1.872 \pm 0.070$                                          | $1.805 \pm 0.003$                        | $0.883 \pm 0.028$                                | $1.724 \pm 0.149$                                          |
| 4       | $0.006 \pm 0.001$                                          | $1.841 \pm 0.017$                        | $0.830 \pm 0.028$                                | $1.404 \pm 0.050$                                          |
| 5       | $1.995 \pm 0.004$                                          | $1.806 \pm 0.005$                        | $0.802 \pm 0.001$                                | $1.983 \pm 0.006$                                          |
| 6       | $1.807 \pm 0.001$                                          | $2.463 \pm 0.001$                        | $0.936 \pm 0.001$                                | $1.229 \pm 0.001$                                          |
| 7       | $0.205 \pm 0.014$                                          | $1.803 \pm 0.002$                        | $1.063 \pm 0.068$                                | $0.895 \pm 0.108$                                          |
| 8       | $0.328 \pm 0.026$                                          | $1.998 \pm 0.016$                        | $2.050 \pm 0.069$                                | $1.748 \pm 0.019$                                          |
| 9       | $0.244 \pm 0.022$                                          | $1.823 \pm 0.011$                        | $2.414 \pm 0.166$                                | $1.703 \pm 0.124$                                          |
| 10      | $1.854 \pm 0.085$                                          | $2.243 \pm 0.020$                        | $0.803 \pm 0.002$                                | $0.118 \pm 0.019$                                          |
| 11      | $1.951 \pm 0.035$                                          | $2.350 \pm 0.073$                        | $0.804 \pm 0.003$                                | $1.840 \pm 0.034$                                          |
| 12      | $1.514 \pm 0.090$                                          | $1.871 \pm 0.036$                        | $0.874 \pm 0.024$                                | $0.032 \pm 0.003$                                          |

**Table A Continuum model calibration** Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the non-treatment condition (control). The prior PDF boundaries used for the parameter estimation are shown in the header of the table.

| Dataset | $D_u \in [0, 2] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) | $s \in [1.92, 2.08] \times 10^{-1} (d^{-1})$ | $k \in [0.0, 0.2] (d^{-1})$ | $\chi \in [0, 5] \times 10^{-2} (mm^2 d^{-1})$ | $D_f \in [1.2, 1.5] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) |
|---------|------------------------------------------------------|----------------------------------------------|-----------------------------|------------------------------------------------|----------------------------------------------------------|
| 1       | $1.5510 \pm 0.0689$                                  | $2.0417 \pm 0.0041$                          | $0.0032 \pm 0.0016$         | $1.0475 \pm 0.0188$                            | $1.2866 \pm 0.0083$                                      |
| 2       | $1.2040 \pm 0.0088$                                  | $2.0350 \pm 0.0007$                          | $0.0506 \pm 0.0074$         | $0.0106 \pm 0.0053$                            | $1.2418 \pm 0.0003$                                      |
| 3       | $1.7316 \pm 0.0246$                                  | $2.0810 \pm 0.0032$                          | $0.0028 \pm 0.0029$         | $1.1428 \pm 0.0096$                            | $1.4006 \pm 0.0116$                                      |
| 4       | $1.1329 \pm 0.0005$                                  | $2.0840 \pm 0.0000$                          | $0.0100 \pm 0.0003$         | $2.0913 \pm 0.0004$                            | $1.2693 \pm 0.0001$                                      |
| 5       | $1.7862 \pm 0.1308$                                  | $2.0779 \pm 0.0021$                          | $0.0520 \pm 0.0092$         | $1.9857 \pm 0.0672$                            | $1.2636 \pm 0.0043$                                      |

**Table B Continuum model calibration** Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.0005  $\mu$ M. The prior PDF boundaries used for the parameter estimation are shown in the header of the table.

| Dataset | $D_u \in [0.0, 10^{-2}] \times 10^{-2}$<br>( $mm^2 d^{-1}$ ) | $s \in [1.92, 2.08] \times 10^{-1} (d^{-1})$ | $k \in [2, 5] \times 10^{-1} (d^{-1})$ | $\chi \in [0.0, 10^{-3}] \times 10^{-2} (mm^2 d^{-1})$ | $D_f \in [1.2, 1.5] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) |
|---------|--------------------------------------------------------------|----------------------------------------------|----------------------------------------|--------------------------------------------------------|----------------------------------------------------------|
| 1       | $0.0553 \pm 0.0049$                                          | $2.0638 \pm 0.0083$                          | $2.0081 \pm 0.0056$                    | $0.0004 \pm 0.0001$                                    | $1.2559 \pm 0.0120$                                      |
| 2       | $0.0675 \pm 0.0017$                                          | $2.0822 \pm 0.0008$                          | $2.0009 \pm 0.0006$                    | $0.0004 \pm 0.0001$                                    | $1.2439 \pm 0.0029$                                      |
| 3       | $0.0755 \pm 0.0041$                                          | $2.0822 \pm 0.0010$                          | $2.0005 \pm 0.0005$                    | $0.0005 \pm 0.0001$                                    | $1.2719 \pm 0.0068$                                      |
| 4       | $0.0688 \pm 0.0011$                                          | $2.0826 \pm 0.0008$                          | $2.0015 \pm 0.0010$                    | $0.0004 \pm 0.0001$                                    | $1.2448 \pm 0.0023$                                      |
| 5       | $0.0757 \pm 0.0053$                                          | $2.0801 \pm 0.0030$                          | $2.0028 \pm 0.0028$                    | $0.0003 \pm 0.0001$                                    | $1.3129 \pm 0.0114$                                      |

**Table C Continuum model calibration** Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.005  $\mu$ M. The prior PDF boundaries used for the parameter estimation are shown in the header of the table.

| Dataset | $D_u \in [0.0, 10^{-2}] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) | $s \in [1.92, 2.08] \times 10^{-1} (d^{-1})$ | $k \in [2, 5] \times 10^{-1} (d^{-1})$ | $\chi \in [0.0, 10^{-3}] \times 10^{-2} (mm^2 d^{-1})$ | $D_f \in [1.2, 1.5] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) |
|---------|--------------------------------------------------------------|----------------------------------------------|----------------------------------------|--------------------------------------------------------|----------------------------------------------------------|
| 1       | $0.0067 \pm 0.0001$                                          | $2.0836 \pm 0.0003$                          | $2.0009 \pm 0.0006$                    | $0.0005 \pm 0.0001$                                    | $1.2560 \pm 0.0054$                                      |
| 2       | $0.0054 \pm 0.0003$                                          | $2.0810 \pm 0.0013$                          | $2.0023 \pm 0.0016$                    | $0.0004 \pm 0.0001$                                    | $1.2745 \pm 0.0086$                                      |
| 3       | $0.0072 \pm 0.0004$                                          | $2.0509 \pm 0.0078$                          | $2.0105 \pm 0.0091$                    | $0.0002 \pm 0.0001$                                    | $1.3234 \pm 0.0254$                                      |
| 4       | $0.0072 \pm 0.0007$                                          | $2.0803 \pm 0.0026$                          | $2.0022 \pm 0.0018$                    | $0.0006 \pm 0.0001$                                    | $1.3097 \pm 0.0303$                                      |
| 5       | $0.0053 \pm 0.0006$                                          | $2.0768 \pm 0.0061$                          | $2.0054 \pm 0.0053$                    | $0.0007 \pm 0.0002$                                    | $1.3945 \pm 0.0460$                                      |

**Table D Continuum model calibration** Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.05  $\mu$ M. The prior PDF boundaries used for the parameter estimation are shown in the header of the table.

| Dataset | $D_u \in [0.0, 10^{-2}] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) | $s \in [1.92, 2.08] \times 10^{-1} (d^{-1})$ | $k \in [2, 5] \times 10^{-1} (d^{-1})$ | $\chi \in [0.0, 10^{-3}] \times 10^{-2} (mm^2 d^{-1})$ | $D_f \in [1.2, 1.5] \times 10^{-3}$<br>( $mm^2 d^{-1}$ ) |
|---------|--------------------------------------------------------------|----------------------------------------------|----------------------------------------|--------------------------------------------------------|----------------------------------------------------------|
| 1       | $0.0097 \pm 0.0003$                                          | $2.0030 \pm 0.0127$                          | $2.5438 \pm 0.0211$                    | $0.0003 \pm 0.0001$                                    | $1.2738 \pm 0.0261$                                      |
| 2       | $0.0081 \pm 0.0001$                                          | $2.0836 \pm 0.0003$                          | $2.5327 \pm 0.0137$                    | $0.0001 \pm 0.0001$                                    | $1.2734 \pm 0.0041$                                      |
| 3       | $0.0054 \pm 0.0003$                                          | $2.0815 \pm 0.0012$                          | $2.0015 \pm 0.0013$                    | $0.0007 \pm 0.0001$                                    | $1.3193 \pm 0.0189$                                      |
| 4       | $0.0067 \pm 0.0007$                                          | $2.0682 \pm 0.0068$                          | $2.0078 \pm 0.0066$                    | $0.0005 \pm 0.0001$                                    | $1.3828 \pm 0.0221$                                      |
| 5       | $0.0072 \pm 0.0007$                                          | $2.0701 \pm 0.0056$                          | $2.0070 \pm 0.0053$                    | $0.0004 \pm 0.0001$                                    | $1.2670 \pm 0.0212$                                      |

**Table E Continuum model calibration** Average and standard deviation of the inferred parameter values of the continuum KS model across all datasets of the Paclitaxel treatment with concentration 0.5  $\mu M$ . The prior PDF boundaries used for the parameter estimation are shown in the header of the table.

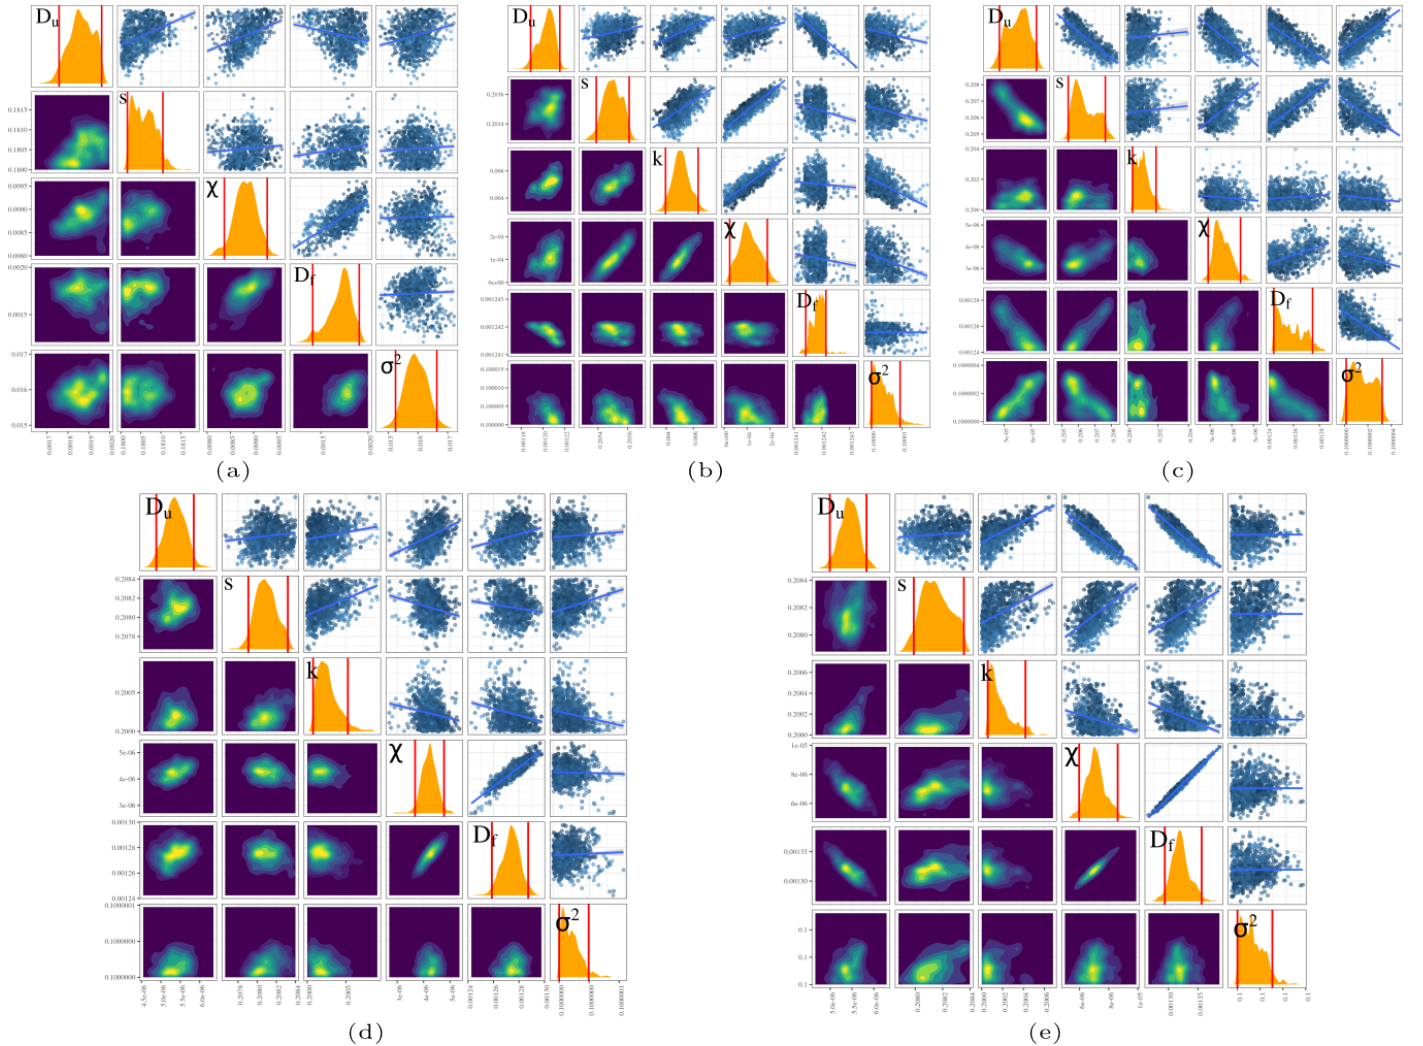

**Fig I Continuum model calibration.** Posterior distributions of the model parameters for representative datasets of (a) non-treatment conditions, (b) 0.0005  $\mu M$ , (c) 0.005  $\mu M$ , (d) 0.05  $\mu M$ , (e) 0.5  $\mu M$  of Paclitaxel. Above diagonal: Projected TCMC samples of the posterior distribution in 2D space. Diagonal: Marginals of the joint posterior obtained via kernel densities. Red lines denote the 95% credible intervals. Below diagonal: 2D projected densities of the posterior obtained using 2D kernel densities.

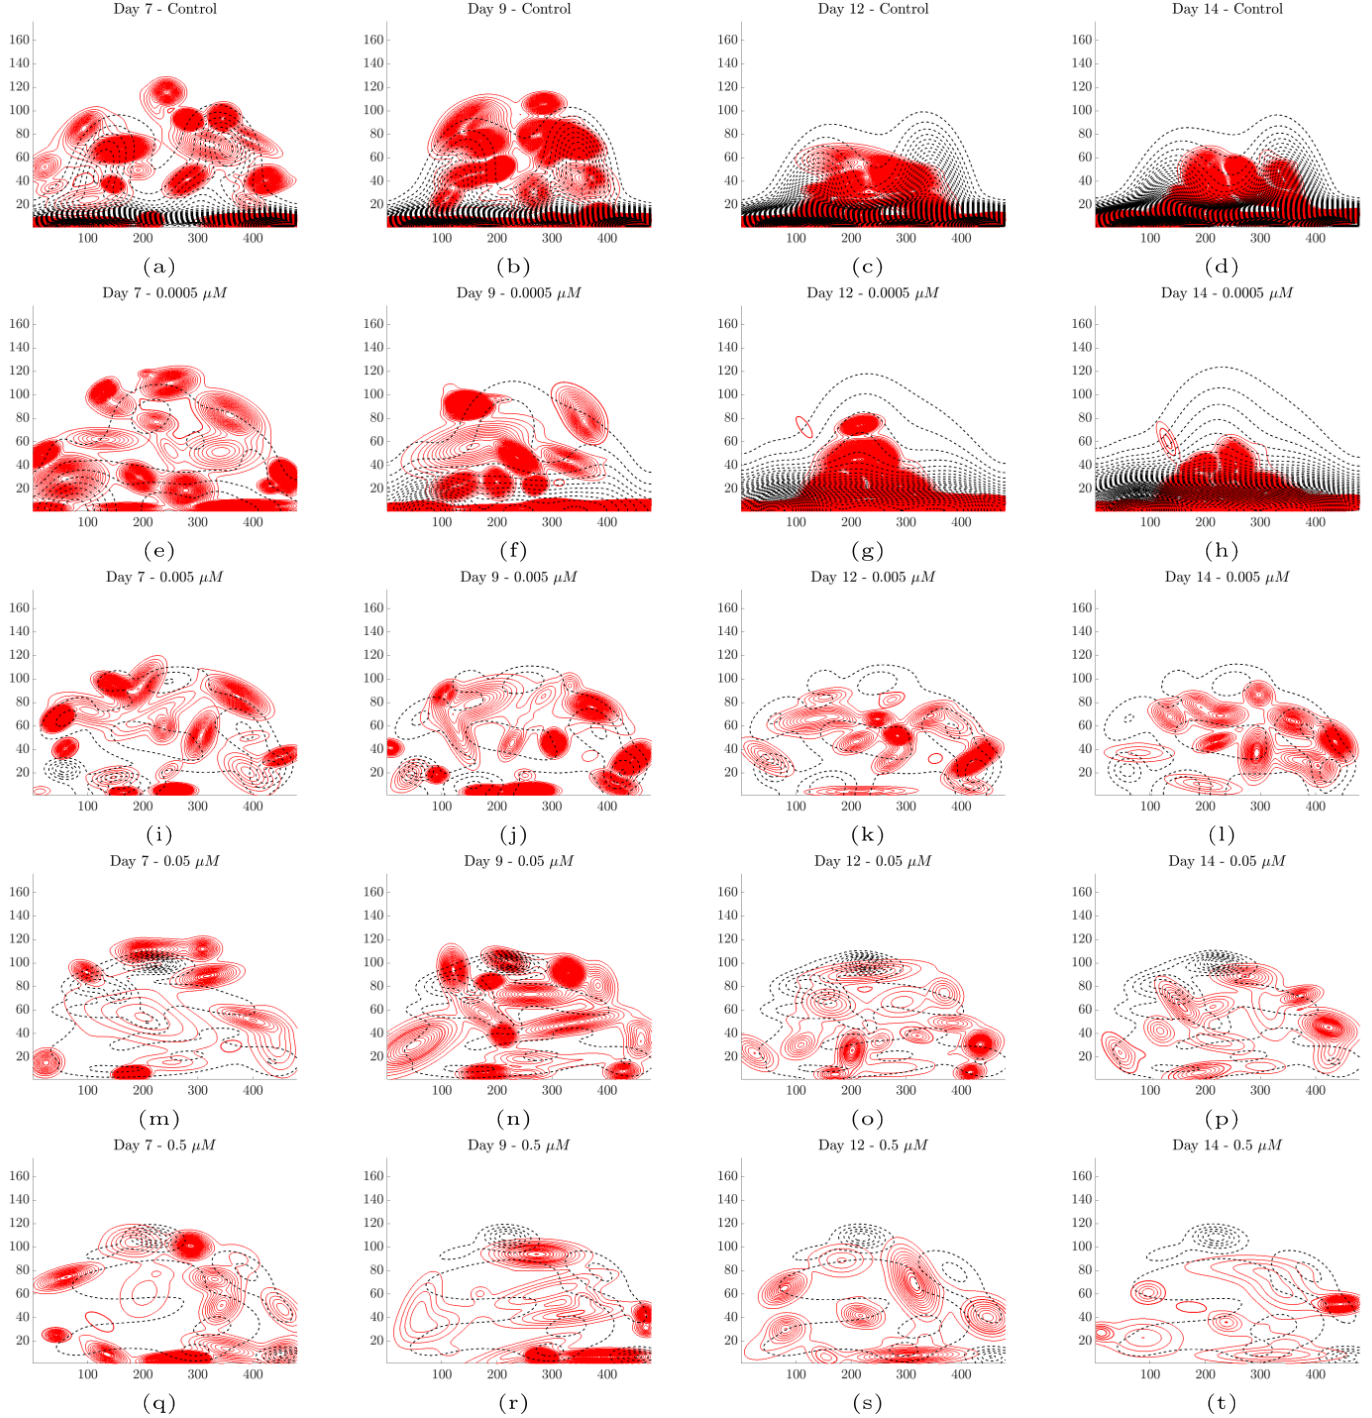

**Fig J Continuum model calibration.** Contour plots for the y-z cross-section at  $x = 1.25$  mm. a)-d) No treatment, e)-h)  $0.0005 \mu M$  of Paclitaxel, i)-l)  $0.005 \mu M$  of Paclitaxel, m)-p)  $0.05 \mu M$  of Paclitaxel, q)-t)  $0.5 \mu M$  of Paclitaxel for days 7, 9, 12, 14. Red: experiments, Black: simulations.

## 5 Model validation analysis

For the analysis of model validity, we performed the Complete Spatial Randomness test using Ripley's K-function, and we calculated the Nearest-Neighbour, and the Inter-Nucleic Euclidean distance distributions. The results of these tests were compared with the results obtained from the experimental data and overall they exhibited a good agreement. In this section we present the results obtain from the calculation of the Inter-Nucleic and Nearest-Neighbour Euclidean distances between the cells (Figs L, M). The distributions remain stable across time, and condition indicating that the behaviour of cells is the same across the examined space. In contrast, the Nearest-Neighbour distances became narrower over time with characteristic peaks at 15 $\mu\text{m}$ .

The CSR test revealed pronounced clustered patterns across all datasets, with the experimental data exhibiting increasing clustering with respect to time and dose increment. The amount of clustering was quantified by calculating the area under the curve of the K-function ( $\text{AUC}_K$ ), and the normalized  $\text{AUC}_K$  that is  $\hat{\text{AUC}}_{K,i} = \text{AUC}_{K,i} / \max(\text{AUC}_K)$  is presented in Fig Ka. In contrast, the simulation results showed decreasing clustering with respect to dose increase (Fig Kb). We attributed this result to the fact that the *in-silico* cells have uniform probability of dying across the space, while in the experiment, the drug concentration may have formed a gradient decreasing towards the core of the scaffold. To examine this hypothesis, we repeated the simulations, this time introducing a gradient to the cell death probability that decreases radially towards the core of the scaffold. In turn, the death probability of a cell found in  $(x_i, y_i, z_i)$  became,

$$d_{r,i} = p_k \frac{\sqrt{(x_i - x_c)^2 + (y_i - y_c)^2 + (z_i - z_c)^2}}{0.5\sqrt{x_c^2 + y_c^2 + z_c^2}} \quad (5)$$

where  $p_k = kdt$  is the death probability determined by the death rate,  $k$ , of the continuum model, and  $(x_c, y_c, z_c)$  the center of the space. The radius dependent death probability produced more relevant results with respect to the experiment, increasing the clustering index with respect to treatment (Fig Kc).

Additionally, we discussed about the relationship between mechanisms and morphological patterns. Specifically, in the Discussion section C of the manuscript, we mentioned that the responsible mechanism behind the increasing clustering with respect to time is the advection that biases the movement of the cells towards the increase of signal concentration. On the other side, we would expect that the diffusion mechanism spreads the cancer cells, in turn it would result in less pronounced clustering. To demonstrate the effect of the advection together with the diffusion we performed 2 kinds of simulations, one with low advection constants and high diffusion constants, and one with high advection and low diffusion constants, respectively. In total, 12 simulations for each of the 2 cases were performed. Then, we used the resulted cell distributions to perform the CSR test. Finally, we calculated the are under the curve of the K-function ( $\text{AUC}_K$ ), and we compared it to the values of the diffusion and advection constants. The results presented in Fig N show that the combination of low advection and high diffusion constants produced considerably lower  $\text{AUC}_K$  values than those with high advection and low diffusion constants. The statistical significance of the resulted  $\text{AUC}_K$  between these two cases was calculated using the Kruskal-Wallis paired test, and the p-value was found to be  $5.4 \times 10^{-5}$ .

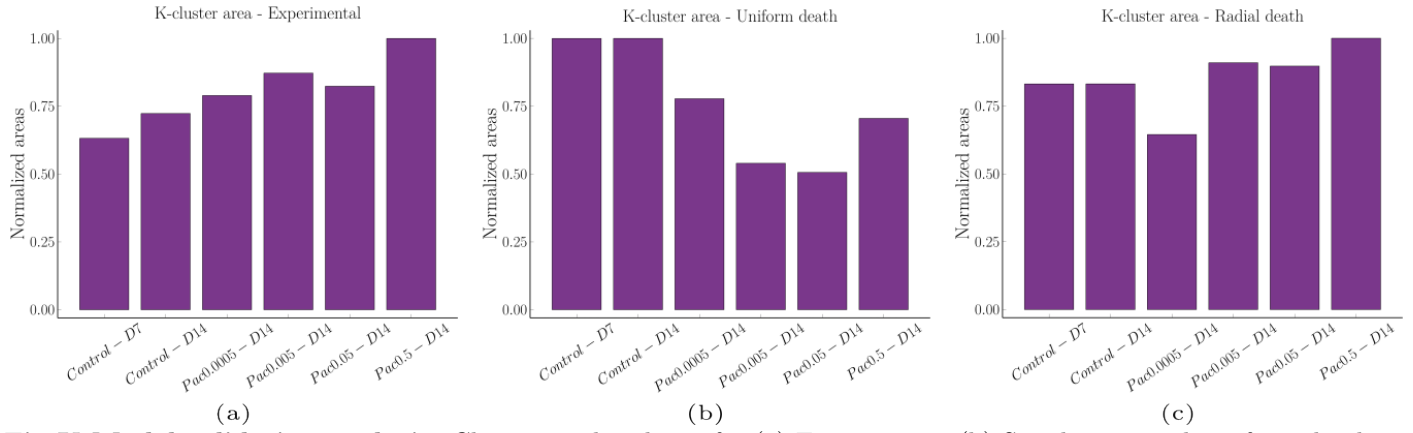

**Fig K Model validation analysis.** Clustering abundance for (a) Experiments, (b) Simulations with uniform death probability across the space, and (c) Simulations with a radial decrease in cell death probability towards the center of the space.

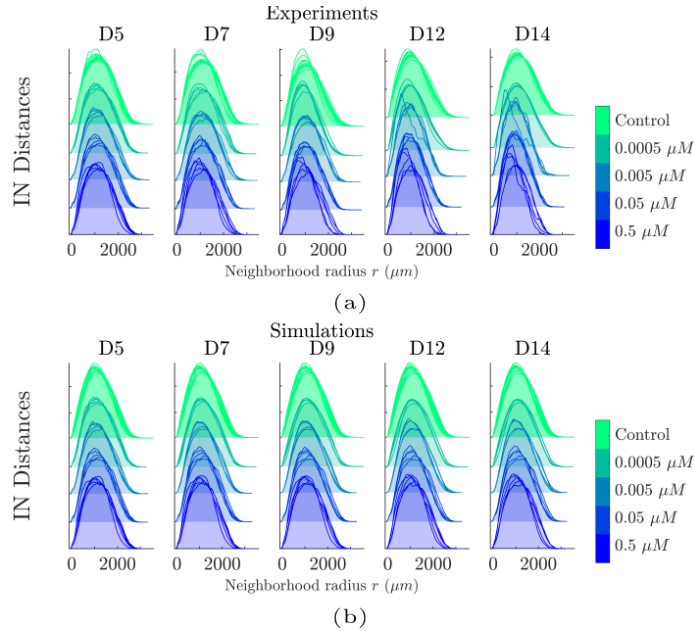

**Fig L Spatial analysis.** Inter-Nucleic Euclidean distance distributions between (a) experiments, and (b) simulations across time. Overall, the distributions remain stable across time and treatment condition in both experiments and simulations.

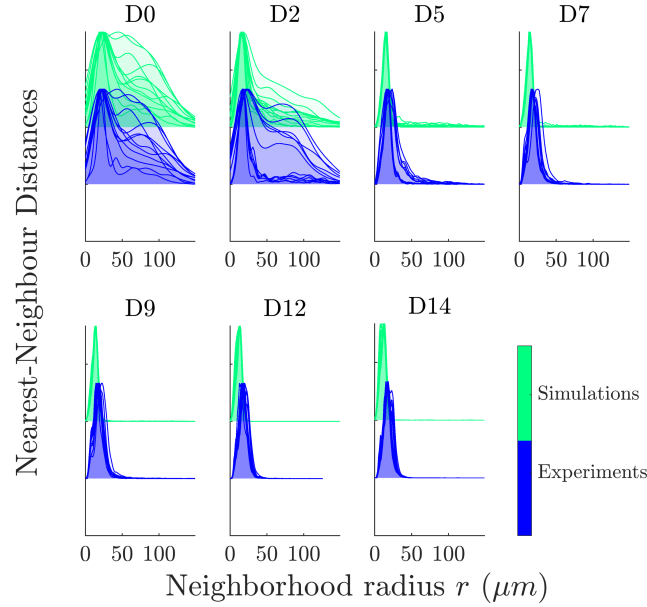

**Fig M Spatial analysis.** Nearest-Neighbour Euclidean distance distributions of the non-treatment conditions across time. The NN distances initially formed wide distributions that gradually tended to become narrower around lower neighbourhood radii values with respect to time, across all samples, with similar characteristic peaks at  $\sim 15 \mu m$ .

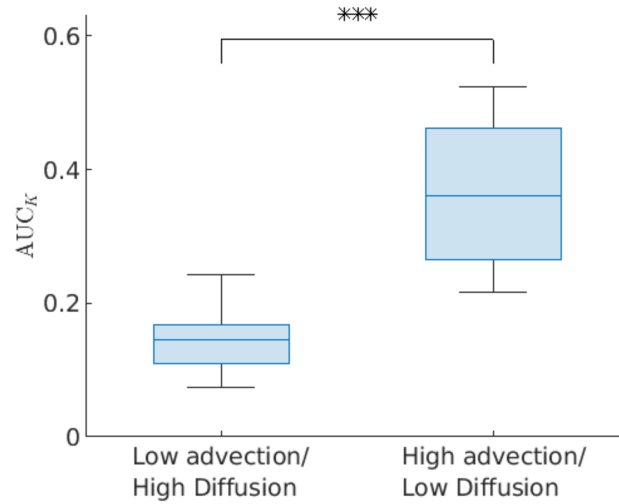

**Fig N Spatial analysis.** Relationship between diffusion and advection mechanisms with morphological patterns. The K-function was calculated for 12 simulations of two cases; one with low advection ( $0.0005 \pm 0.0004 \text{ mm}^2/\text{day}$ ) and high diffusion ( $0.0076 \pm 0.0003 \text{ mm}^2/\text{day}$ ) constants, and one with high advection ( $0.0052 \pm 0.0002 \text{ mm}^2/\text{day}$ ) and low diffusion ( $0.00186 \pm 0.00009 \text{ mm}^2/\text{day}$ ) constants. The area under the resulted K-function ( $AUC_K$ ) was then calculated, and it was found that the combination low advection and high diffusion constants produced a considerably lower  $AUC_K$  than the combination of high advection and low diffusion constants. The statistical significance of this result was calculated using the Kruskal-Wallis test, and it was found that  $p\text{-value} \approx 5.4 \times 10^{-5}$ .

## References

1. Friedl P, Mayor R. Tuning collective cell migration by cell–cell junction regulation. *Cold Spring Harbor perspectives in biology*. 2017;9(4):a029199.
2. Crowley LC, Scott AP, Marfell BJ, Boughaba JA, Chojnowski G, Waterhouse NJ. Measuring cell death by propidium iodide uptake and flow cytometry. *Cold Spring Harbor Protocols*. 2016;2016(7):pdb—prot087163.
3. Jianye C, Yi-Chu C. Transitional Markov Chain Monte Carlo Method for Bayesian Model Updating, Model Class Selection, and Model Averaging. *Journal of Engineering Mechanics*. 2007;133(7):816–832. doi:10.1061/(ASCE)0733-9399(2007)133:7(816).
4. Hadjidoukas PE, Angelikopoulos P, Papadimitriou C, Koumoutsakos P. Π4U: A high performance computing framework for Bayesian uncertainty quantification of complex models. *Journal of Computational Physics*. 2015;284:1–21. doi:<https://doi.org/10.1016/j.jcp.2014.12.006>.

How the deposited data were processed for this re-analysis (not part of the article)

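RNA was measured in 12 samples of the triple negative breast cancer cell line MDA-MB-231 grown in Matrigel, 2 for each of 6 conditions: untreated on day 2, untreated on day 4, and treated with 0.0005, 0.005, 0.05 or 0.5 μM Paclitaxel and taken on day 4. The authors trimmed adapters and low quality bases, aligned the reads to GRCh37, kept uniquely aligned reads and counted those in exons of each gene, and the deposited values are these integer counts, neither normalized nor pooled. The columns of the single samples were checked and are identical to the table of the whole series in all 12 cases. The total per sample ran from 38380629 to 79169121 counts, with a median of 65977095.5. Genes without a single count in any sample numbered 14659 of 63568.

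Gene identifiers were given symbols from a table of gene names, which matched 55665 and left 7903 without a symbol. Unnamed identifiers held between 8.98% and 10.9% of the counts of a sample. Coordinates, lengths and GC content were taken from GENCODE release 44 on GRCh37, and 22268 of the 25249 tested genes (88.2%) had a symbol, a length and a GC content. Among identifiers with a mean of at least 100 counts, 1123 fell into 451 sets whose counts differed by at most 1% in every sample, 752 of them unnamed. Such identifiers were counted from the same reads or from near-identical copies, so counts of genes include some of them more than once.

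Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were scaled by TMM, and genes were kept by edgeR's filterByExpr with the 6 conditions as groups. Dispersions were estimated and a quasi-likelihood model was fitted with robust estimation. Changes were tested two-sided with Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p-value under 0.05. Each dose was compared with the untreated samples of day 4, and day 4 with day 2 of the untreated samples, in the model of all 12 samples. The dose trend was a slope on log10 dose in the 8 treated samples, and the 8 treated samples were compared with the 4 untreated samples in a fit of their own. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM library sizes, and log2 CPM a prior count of 2.

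Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 23 lists: actin filaments, focal adhesion, plasma membrane, protein secretion, adherens junction, the TGF-β and MAPK genes of Fig 1d, the EMT genes of Fig E, the genes of Fig F for contact inhibition of locomotion and for sprouting and supracellular contraction, TGF-β pathway components, TGF-β response genes, MAPK pathway components, ERK output genes, mesenchymal genes, epithelial genes, tubulin genes, immediate early and heat shock genes, S phase genes, G2 and M phase genes, interferon-stimulated genes, p53 target genes and hypoxia genes. Lists that the paper's figures do not give were compiled by hand from general knowledge and are not the Gene Ontology terms of the study. CYFIP1, DUSP14 and UHRF1 could not be matched to an identifier. The score of a list in a sample is the median over its genes of the deviation of log2 CPM from the mean of all samples. Over-representation was tested with a one-sided Fisher exact test. Genes falling at every step of dose were counted from mean log2 CPM and set against all 120 orders of the 5 conditions of day 4.

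The comparisons, tests, lists, most alternatives and the rule for genes named in the text were fixed before the data were examined. Genes are named if the paper names them, or if they are among the 5 largest rises or the 5 largest falls at 0.5 μM against the untreated samples of day 4. For that rule a gene needed an adjusted p-value under 0.05, a mean of at least 5 CPM, one direction at all 4 doses and both 0.5 μM samples beyond both untreated samples. In addition TUBB, TUBA1B, VIM, FOS, MKI67, CCNB1 and CCN2 are named as members of lists. Some single genes that these rules cover are not reported here. The rule was met by 592 genes (187 higher, 405 lower), of which 68 have no symbol and were not named.

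The alternatives were DESeq2, RLE normalization, no filter beyond 1 count in total, a mean count of at least 10, no robust estimation, the replicate number as a block, the 4 samples of a comparison alone, both untreated days as the control, fry, camera with an estimated correlation, and leaving out each sample in turn. Added after the counts were seen were the comparison of 0.5 with 0.0005 μM, the over-representation among genes lower in treated against untreated samples, a restriction to identifiers with a symbol, a filter at a mean of 1 CPM, a correction for GC content and gene length by offsets, and 10000 random lists matched on expression in 20 strata. DESeq2 was run without the independent hypothesis weighting of the study.

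The procedures were tested on simulated counts in which 200 genes were changed. With 2 samples against 2, edgeR recovered 171 of 200 genes (85.5%, 24486 genes tested), with 5.52% of its calls on unchanged genes. With the replicate number as a block the shares were 87.0% and 5.95%, and with the GC and length offsets 85.5% and 6.56%. For the dose trend edgeR recovered 99.0% with 7.04% false calls, and for 8 against 4 samples 98.5% with 4.37%. DESeq2 recovered 90.0% and 99.0%, but 12.6% of its calls in the comparison of 2 with 2 and 18.2% in the dose trend lay on unchanged genes. The limit of 10% set for this test was therefore applied to edgeR alone, a choice made after those shares were seen. Data without changed genes gave 0 calls. Of 19 unchanged lists, camera, camera with an estimated correlation and fry called 0, and each called the list that was changed. The simulated genes were drawn independently, so these results do not show how the tests behave where genes are correlated. The changed list of 60 genes had a median of -0.51, a larger fall than in the 4 component lists. A planted slope on gene length of -0.30 was reduced to -0.0092 by the correction. Of 300 genes planted to fall at every dose, the count gave 501 in all, more than any other of the 120 orders.

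The imaging and simulation data of the study were not analysed here, nor were the Gene Ontology tests, the gene set enrichment and the cellular locations, for which no annotation was used.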

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

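Of the tests in this part, those of free tubulin, of an interferon response and of arrest in mitosis were planned before their results were seen, and the others, on GC content and gene length, on single samples, on depth and on genomic DNA, were chosen only afterwards. In that set the limit for the slopes was changed from 1 SD between replicates to 2 standard errors together with the list test, the reading of the tests of an interferon response, of genomic DNA and of GC content for p53 targets was revised to leave them open, and the test of depth was divided by dose, each after a first result.

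One sample lay far from the others of its group. The score of the ERK output genes was -0.31 in replicate 2 at 0.5 μM, while the other 7 treated samples ran from -0.11 to 0.06. Among 54 groups examined in this way 1 had such a sample, and 2.7 are expected by chance. No explanation was tested for it.

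The interferon-stimulated genes changed in opposite directions at the lowest and the highest dose. Against the untreated samples of day 4 the median log2 fold change of 30 genes was 0.83 at 0.0005 μM, 0.45 at 0.005 μM, -0.13 at 0.05 μM and -0.11 at 0.5 μM. Both samples at 0.0005 μM lay above both untreated samples, and 16 genes were called higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The slope among treated samples was -0.36 per 10-fold dose (camera adjusted p = 1.05e-58). At 0.5 μM camera gave an adjusted p-value of 0.577, and the median was -0.016 without replicate 1 of untreated day 4, -0.19 without replicate 2 of it and -0.021 without replicate 2 at 0.5 μM. The slope was -0.34 after correction for GC content and gene length, and the value nearest 0 with a sample left out was -0.33, which argues against both as the whole cause. An interferon response to micronuclei would raise these genes at 0.5 μM. It cannot be told apart from no response by the median of -0.11, since 18 genes were lower and 12 higher and the list did not pass. A response to the lowest doses that higher doses suppress may explain the slope, as a hypothesis found on these data, and differences between culture batches remain open since no label gives them.

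The G2 and M phase genes also changed sign between the doses. Their median was -0.25 at 0.0005 μM, -0.30 at 0.005 μM, -0.073 at 0.05 μM and 0.21 at 0.5 μM, with both samples at 0.0005 μM below and both at 0.5 μM above the untreated samples of day 4. The slope was 0.15 (camera adjusted p = 2.18e-18), it was 0.17 after the correction for GC content and gene length, and 0.13 was the value nearest 0 with a sample left out, so neither accounts for it. At 0.5 μM the rise itself had a camera adjusted p-value of 0.129, with 5 genes called higher and 1 lower, and the median was 0.11 without replicate 1 at that dose. With both untreated days as the control it reversed to -0.051. Over 12 alternatives of the list test, of which 5 passed the threshold, adjusted p-values ranged from 0.00046 to 0.767 (camera, fry and random lists). CCNB1 rose by 0.84 (standard error 0.20, edgeR adjusted p = 0.0279) and MKI67 changed by -0.16 (standard error 0.25), or by 0.052 after the correction for GC content and gene length. All samples of the slope and of the comparison at 0.5 μM are of day 4, and S phase genes had a slope of -0.014 and fell at 0.5 μM by 0.46. Accumulation in mitosis and no change of these genes cannot be told apart by the 0.21 at 0.5 μM, because the list did not pass its threshold there.

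Hypoxia, mesenchymal and p53 target genes were each higher at the lowest dose and lower at the highest. The medians at 0.0005 and 0.5 μM were 0.25 and -0.16 for hypoxia, 0.17 and -0.20 for mesenchymal genes and 0.14 and -0.064 for p53 targets. The slopes were -0.11 (camera adjusted p = 1.09e-15), -0.080 (camera adjusted p = 1.57e-06) and -0.040 (camera adjusted p = 0.000204). At 0.5 μM camera gave adjusted p-values of 0.00493 for hypoxia, 0.792 for mesenchymal genes and 0.308 for p53 targets, of which 0 genes were called and 3 had an unadjusted p-value under 0.05. Random lists of matched expression gave adjusted p-values of 0.538, 0.173 and 0.933 there, so none of the 3 falls at 0.5 μM stands out from genes of like expression. For the slopes random lists gave 0.000657, 0.00418 and 0.146. The median at 0.5 μM depends on single samples: without replicate 1 at 0.5 μM it was -0.32 for hypoxia and -0.12 for p53 targets, without replicate 1 of untreated day 4 it was -0.21 for hypoxia and -0.0082 for p53 targets (nearly the same as without replicate 2 at 0.5 μM), without replicate 2 of untreated day 4 it was -0.22 for hypoxia, and without replicate 2 at 0.5 μM it was -0.11 for mesenchymal genes. With both untreated days as the control the median was -0.011 for hypoxia and 0.035 for mesenchymal genes. After the correction for GC content and gene length the slopes were -0.090, -0.060 and -0.022, and the values nearest 0 with a sample left out were -0.11, -0.063 and -0.030. GC content and gene length, and single samples, are thus argued against as the whole cause for hypoxia and mesenchymal genes. For p53 targets the corrected slope of -0.022 lies within 2 standard errors of 0 (standard error 0.013), while the list test still passed (camera adjusted p = 0.000362). GC content and gene length and a response to dose cannot be told apart there, because these values disagree. For hypoxia and mesenchymal genes a response that differs with dose may be an explanation, as may culture density or oxygen, which were not measured.

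Tubulin genes, which the paper does not discuss, rose at every dose. The median of 11 genes was 0.71, 0.55, 0.86 and 0.57 with rising dose, and both samples of each dose lay above both untreated samples of day 4. At 0.5 μM camera gave an adjusted p-value of 9.93e-07 and 7 genes were called higher, among them TUBA1B (0.57, standard error 0.15, edgeR adjusted p = 0.0475). TUBA1B kept its call under 2 of 4 alternatives (highest adjusted p = 0.054, by edgeR). TUBB changed by 0.34 (standard error 0.20, edgeR adjusted p = 0.332). After the correction for GC content and gene length the median was 0.76, so that bias does not produce the rise. A drug that binds microtubules lowers free tubulin, which stabilises tubulin RNA in cells, and the rise of 0.57 is consistent with that, in a test planned before the result was seen. Reads of near-identical tubulin copies may be divided between them, and a test of this was void.

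S phase genes fell at every dose, with medians of -0.48, -0.66, -0.65 and -0.46, and both samples of each dose lay below both untreated samples. At 0.5 μM camera gave an adjusted p-value of 2.0e-14, 38 of 39 genes were lower, and 12 were called (25 when adjusted over the list alone). After the correction for GC content and gene length the median was -0.41, which argues against that bias. In untreated cells the list also fell between day 2 and day 4, with a median of -0.49, 0 genes called and 35 at an unadjusted p-value under 0.05. Fewer cells in S phase in the treated cultures may explain the fall, as a hypothesis, and the data hold no measure of the cell cycle other than RNA.

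Genes with very few counts rose in the treated samples. The 10% of tested genes with the lowest expression (2524 genes with a mean of at most 0.151 CPM) had a median log2 fold change of 0.21, 0.81, 0.60 and 0.75 with rising dose, and 0.25 between the untreated days. At 0.5 μM 101 of them were called higher and 0 lower. After the correction for GC content and gene length the median was 0.63 (SD between replicates 0.262), which argues against that bias. Genomic DNA would raise silent genes as well, and 373 olfactory receptor genes together had 3.18 and 4.17 CPM in the untreated samples of day 4 and 4.79 and 6.27 CPM at 0.5 μM. The genes with few counts gained 10.6 times as many CPM per kb, but both sets lie near the limit of detection, so genomic DNA and a real rise cannot be told apart. More genes were also detected in treated samples. With all samples thinned to the lowest total, 6 of 6 samples at 0.005, 0.05 and 0.5 μM had more genes with at least 1 count than both untreated samples of day 4, which argues against depth. At 0.0005 μM this held for 1 of 2 samples, so depth and a real difference cannot be told apart there with so few samples. Unspliced or degraded RNA, and a wider transcription in treated cells, may be explanations and were not tested.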

How the results depend on the processing

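For the counts of genes and the lists that answer a comparison, 282 values under an alternative kept their direction and their side of the threshold, 29 counts or values moved, 36 lost the threshold, 1 gained it and 3 reversed, apart from fits that each left out 1 sample. The restriction to identifiers with a symbol, the filter at a mean of 1 CPM, the correction for GC content and gene length, the random lists, the over-representation among genes lower in treated against untreated samples and the comparison of 0.5 with 0.0005 μM were chosen after seeing the data. Except where stated below, the cause of a change was not tested.

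Counts of called genes moved with the filter and the shared spread. With no filter beyond 1 count in total they were 1480 at 0.0005 μM (592 as reported), 1909 at 0.005 μM (827), 2807 at 0.5 μM (1596), 390 between the untreated days (82), 1462 for the dose trend (773) and 895 for 0.5 against 0.0005 μM (104). Higher and lower calls were then 935 and 545 at 0.0005 μM (471 and 121 as reported), 237 and 153 between the days (81 and 1), and 562 and 333 for 0.5 against 0.0005 μM (19 and 85). With a mean of at least 1 CPM they were 353 at 0.005 μM, 1122 at 0.05 μM (2100), 820 at 0.5 μM and 3296 for treated against untreated (6155), where fewer genes were tested. With only the 4 samples of a comparison they were 2624, 2592 and 2578 at 0.0005, 0.005 and 0.5 μM, 0 between the untreated days (599 at an unadjusted p-value under 0.05) and 1662 for 0.5 against 0.0005 μM. These calls were divided more evenly, into 1480 higher and 1144 lower, 1277 and 1315 (631 and 196 as reported), 1283 and 1295 (1101 and 495), and 681 and 981 for 0.5 against 0.0005 μM. The common biological coefficient of variation without either untreated day 2 sample (10.9% and 10.7%, against 15.6%) shows that their difference lowers the counts of the drug comparisons.

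With the correction for GC content and gene length the counts were 1241, 1424 and 2564 at 0.0005, 0.005 and 0.5 μM, 224 between the untreated days, 387 for 0.5 against 0.0005 μM and 1471 for the dose trend. It also moved the share of higher calls: 859 higher and 382 lower at 0.0005 μM, 152 and 235 for 0.5 against 0.0005 μM, 686 and 785 for the dose trend (257 and 516), and 4492 and 1956 for treated against untreated (3295 and 2860). With DESeq2 the counts were 1090 at 0.0005 μM, 232 between the untreated days, 503 for 0.5 against 0.0005 μM and 1664 for the dose trend. The divisions were 720 and 370 at 0.0005 μM, 756 and 453 at 0.005 μM, 1236 and 1191 at 0.05 μM (1285 and 815), 1097 and 1009 at 0.5 μM, 169 and 63 between the days, and 156 and 347 for 0.5 against 0.0005 μM. Of the 1596 genes at 0.5 μM, DESeq2 shared 1448, the GC and length correction 1482, no filter 1481 and the filter at 1 CPM 736.

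Under fry 6 lists passed at 0.5 μM (14 by camera). Actin filaments (median -0.29), focal adhesion (-0.30), MAPK components (-0.26) and protein secretion (-0.15) lost the threshold with an adjusted p-value of 0.141, plasma membrane (-0.28) with 0.186, adherens junction (-0.24) with 0.235 and TGF-β components (-0.17) with 0.338. With an estimated correlation 1 list passed. The same 7 lists lost the threshold with 0.486 to 0.620 at unchanged medians (-0.29, -0.30, -0.26, -0.15, -0.28, -0.24 and -0.17), and the MAPK genes of Fig 1d (-0.53) with 0.188. Random lists moved protein secretion (-0.15) to 0.455 and TGF-β components (-0.17) to 0.279. With a mean of at least 1 CPM, protein secretion was -0.067 (0.119) and TGF-β components -0.091 (0.267), and the GC and length correction gave -0.036 (0.164) for the latter. Over all alternatives, adjusted p-values of these list tests, camera and fry among them, reached from 1.18e-11 to 0.486 for actin filaments and from 2.68e-05 to 0.620 for TGF-β components.

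For the dose trend, fry moved actin filaments (slope -0.066), adherens junction (-0.053) and TGF-β components (-0.039) to an adjusted p-value of 0.0597 and protein secretion (-0.078) to 0.0592. With an estimated correlation 2 lists passed (17 by camera), and actin filaments (-0.066), adherens junction (-0.053), focal adhesion (-0.065), MAPK components (-0.049), plasma membrane (-0.071), protein secretion (-0.078), TGF-β components (-0.039) and the TGF-β genes of Fig 1d (-0.11) lost the threshold, with 0.0909 to 0.283. Random lists moved adherens junction (-0.053) to 0.118 and TGF-β components (-0.039) to 0.257, and a mean of at least 1 CPM moved the latter (-0.025) to 0.114.

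Signs of some lists and genes reversed. At 0.5 μM these were sprouting and supracellular contraction (0.24 as reported) with a mean count of at least 10 (-0.034) and with only the 4 samples (-0.039), G2 and M phase (-0.051, with 0.21 as reported) and mesenchymal genes (0.035, with -0.20 as reported) with both untreated days as the control, and with the GC and length correction contact inhibition of locomotion (0.081), epithelial genes (0.0022, with -0.22 as reported), p53 targets (0.053), RAC1 (0.081), DVL1 (0.055) and MKI67 (0.052). The reversed G2 and M phase list passed the threshold (camera adjusted p = 0.0411), with 8 genes called lower and 3 higher. DVL3 was -0.016 with DESeq2 and -0.010 with RLE normalization. In the dose trend they were ERK output with a mean count of at least 10 (0.0011), with symbols only (0.00082), at 1 CPM (0.015) and with the GC and length correction (0.024). At 1 CPM contact inhibition of locomotion (-0.034), S phase (0.00039) and tubulin genes (0.00078) reversed, and with the GC and length correction S phase (0.011), tubulin (0.016) and TGF-β response genes (0.011).

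Genes falling at every step of dose numbered 600 with RLE normalization, reached by 5 of 120 orders (6 as reported). With 1 sample left out they ran from 391 (without replicate 1 of untreated day 4) to 715 (without replicate 1 at 0.5 μM). Among the 4 doses alone the list genes numbered 34, reached by 4 of 24 orders, where fewer orders exist.

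Replicates 1 and 2 of different conditions share only a number. Correlations of their deviations ran from -0.597 to 0.696 over 15 pairs of conditions, 8 of them over 0.1. With the replicate number as a block, the dose trend had 420 genes and the odds ratio of the adherens junction genes was 0.777 (1.06 as reported, p = 0.727 by Fisher's exact test). That odds ratio was computed after seeing the data. Among the other single genes and lists 80 stayed on their side of the threshold under the block, 4 gained it and 2 lost it. The 2 that lost it were MAP3K7 and TUBA1B at 0.5 μM.

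With 1 sample left out, counts of called genes ran from 382 (without replicate 2 at 0.005 μM) to 2552 (without replicate 2 of untreated day 2) at 0.0005 μM, from 554 (without replicate 1 at 0.0005 μM) to 3316 (without replicate 1 of untreated day 2) at 0.005 μM, from 1320 to 4843 at 0.05 μM and from 841 to 5046 at 0.5 μM. At both of the latter doses the lowest count came without replicate 2 at 0.005 μM and the highest without replicate 2 of untreated day 2. For 0.5 against 0.0005 μM they ran from 55 (without replicate 1 at 0.005 μM) to 1412 (without replicate 2 of untreated day 2), for the dose trend from 124 (without replicate 1 at 0.0005 μM) to 1017 (without replicate 2 at 0.05 μM), for treated against untreated from 4105 to 6947 (without replicates 1 and 2 of untreated day 2 in turn) and for the untreated days from 62 to 71.

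The median of focal adhesion at 0.5 μM ran from -0.50 (without replicate 1 at 0.5 μM) to -0.17 (without replicate 1 of untreated day 4), and that of protein secretion from -0.24 to -0.11 (without replicates 1 and 2 at 0.5 μM). List genes falling at every step ran from 8 to 23, without replicates 2 and 1 at 0.5 μM, and passing lists from 14 to 16 at 0.5 μM and from 15 to 18 for the dose trend. Slopes ran from -0.050 to -0.030 for TGF-β components (without replicate 1 at 0.5 μM and replicate 2 at 0.0005 μM, with the threshold lost without replicate 2 at 0.5 μM) and from -0.046 to 0.074 for contact inhibition of locomotion (without replicates 1 and 2 at 0.5 μM). Slopes near 0 changed sign for ERK output (-0.014 without replicate 2 at 0.05 μM to 0.045 without replicate 2 at 0.5 μM), S phase (-0.040 to 0.033 without replicate 2 at 0.0005 μM), tubulin (-0.035 to 0.012 without replicate 2 at 0.5 μM) and TGF-β response genes (-0.066 to 0.025 without replicate 1 at 0.0005 μM). Among single genes at 0.5 μM the sign changed for WNT11 (-0.12 without replicate 1 at 0.5 μM to 1.26), RAC1 (-0.28 to 0.018 without replicate 2 at 0.5 μM), DVL3 (-0.11 without replicate 2 of untreated day 4 to 0.11) and DVL1 (-0.35 to 0.014 without replicate 1 of untreated day 4).

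Among results that answer no comparison directly, 49 moved, 12 reversed, 4 gained the threshold and 1 lost it in fits that left out 1 sample. Under the alternatives, those that gained it were 8 with DESeq2, 4 with the GC and length correction, 2 with random lists and 1 each with fry, no filter, 1 CPM and only the 4 samples. Those that lost it were 12 with an estimated correlation, 5 with random lists, 3 with fry, 3 at 1 CPM and 1 each with RLE and both untreated days. CDH1 had no value with DESeq2 at 0.5 μM, which left it 3 alternatives where other genes such as TP73 had 4. No other alternative chosen beforehand failed to give a value, except that no calls were counted where a condition was left with 1 sample. Depth limits what can be said of CDH1, CXCL12 and TWIST1, which had few counts or none.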

Differences from the paper's values

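The paper gives 24 samples for the RNA-seq experiment, and the deposited counts analysed here hold 12, which is also the number that follows from the conditions and replicates the paper lists. None of the alternatives set before the data were examined bears on this number.

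For the over-representation of the adherens junction the paper gives an adjusted p-value of about 0.0015, and the one-sided Fisher exact test with the hand-compiled list gave 0.614, unadjusted, among genes lower at 0.5 μM than in the untreated samples of day 4. With the DESeq2 calls the exact p-value was 0.60, with a mean count of at least 10 it was 0.632, and with genes at a log2 fold change of -0.5 or below it was 0.601, so none of the alternatives set before the data were examined closed the gap. Among genes lower in treated against untreated samples, chosen after seeing the data, the exact p-value was 0.0874. The list is not the Gene Ontology term that the paper tested.

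The procedure that the paper repeats for the RNA-seq experiment gives Paclitaxel on day 5. The treated samples were taken on day 4, and their labels place the drug on day 2.

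The paper states that the genes of the 4 components fell monotonically with dose. Of 305 genes in the hand-compiled lists, which are not the Gene Ontology terms of the study, 16 fell at every step. The median over the 120 orders was 1, and 5 orders reached 16. The median change against the untreated samples of day 4 was -0.20 at 0.005 μM and -0.17 at 0.05 μM.

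The paper places RHOA and RAC1 among genes with high expression in the control samples. Both were also highly expressed in treated samples, and at 0.0005 μM RHOA had 467 CPM and RAC1 255 CPM, above the 428 and 228 CPM of the untreated samples of day 4. The untreated samples of day 2 had the highest mean for both genes.

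The paper finds no pattern in EMT genes between treated and untreated samples. SNAI1 was higher in the treated samples by 0.65 on the log2 scale (edgeR adjusted p = 0.0131). It was the only 1 of the 6 genes called in that comparison, which mixes drug with day of culture. As a list they did not pass at 0.5 μM (camera adjusted p = 0.35), nor under any of 12 alternatives.

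The paper places the MAPK genes of Fig 1d higher in untreated samples. HSPA6, EREG and EFNA1 were highest at 0.0005 μM and CSF1 at 0.05 μM. The other MAPK genes were highest in an untreated condition, as were 27 of all 31 genes of Fig 1d. All 22 MAPK genes were lower at 0.5 μM than in the untreated samples of day 4.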

Other observations

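Of the tests in this part, the exclusion of immediate early genes from the genes of Fig 1d and the other divisions of the samples were planned before their results were seen, and the tests of the spread, of the day 2 pair, of random lists, of GC content and gene length and of the remaining TGF-β genes were chosen only afterwards. The reading of both tests on the genes of Fig 1d was revised to void after their results were seen.

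With rising dose the number of genes called against the untreated samples of day 4 was 592 (471 higher, 121 lower), 827 (631 and 196), 2100 (1285 and 815) and 1596 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each count depends on samples outside its comparison. Without replicate 2 of untreated day 2 the count was 2552 at 0.0005 μM and 4843 at 0.05 μM, and without replicate 1 it was 3316 at 0.005 μM. Without replicate 2 at 0.005 μM it was 382 at 0.0005 μM and 1320 at 0.05 μM. In all, 307 genes were called at all 4 doses, each in one direction, and 2640 at any dose.

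The dependence on the untreated day 2 samples has a source in the shared spread. The common biological coefficient of variation was 15.6% with all samples, 10.9% without replicate 1 of untreated day 2 and 10.7% without replicate 2, and between 15.8% and 17.1% without any of the other 10, which indicates that the difference between those 2 samples sets the spread. The SD of the log2 ratio within that pair was 0.576 over 11204 genes, against 0.0908 to 0.230 in the other pairs. It was 0.436 after the correction for GC content and gene length and 0.578 with the deeper sample thinned, so neither bias nor depth accounts for it alone. Both samples are labelled day 2. Replicates 1 and 2 also differed in the share of mitochondrial counts (4.19% and 7.74%) and of the top 10 genes (5.26% and 9.02%). The cause of the difference was not tested further.

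The division into 8 treated and 4 untreated samples was compared with other divisions of the 12 samples. Of 100 divisions drawn from 495, the real one included, 1 gave as many as 6155 genes. The highest count among the others was 881 and their median was 0. Every other division places treated and untreated samples together, so a real difference widens its spread and lowers its count. The real division also differs in day of culture, so the comparison does not separate drug from day.

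Immediate early and heat shock genes fell at 0.5 μM. Of 31 genes 22 were lower, the median was -0.52 (camera adjusted p = 3.51e-13), 13 were called lower and 1 higher, 19 when adjusted over the list alone. FOS, a member, changed by -0.97 (standard error 0.15, edgeR adjusted p = 0.00492). Such genes respond to the dissociation of cells, which could differ between samples, and 5 of the 31 genes of Fig 1d belong to the list, with a median of -1.76. Without them the other 26 genes had a median of -0.54 (SD between replicates 0.145). In the TGF-β panel, 4 genes belong to the cell cycle and 2 to the immediate early response. The 3 that remain had a median of -1.0 (SD between replicates 0.349). All 31 genes of Fig 1d were lower, and the study may have chosen them for that on these samples, so both tests are void. A fall of the pathways, an immediate early response and, for TGF-β, fewer cells in S phase cannot be told apart in these genes.

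The fall of the component lists at 0.5 μM was set against biases. The 223 genes of actin filaments, focal adhesion and plasma membrane had a median of -0.29 and, after the correction for GC content and gene length, of -0.14 (SD between replicates 0.0692). The middle 95% of medians of random lists matched on expression began at -0.15, above the -0.29 of these lists. Both values argue against the bias, and against a fall of abundant genes in general, as the whole cause, although the correction removed a large part of the fall. The median of protein secretion lay at percentile 17.8 of random lists, which is consistent with a fall of abundant genes in general.

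The list of 3 genes that Fig F names for sprouting and supracellular contraction had a median of 0.24 at 0.5 μM (camera adjusted p = 0.988), 0.12 without replicate 1 of untreated day 4 and 0.084 without replicate 2 at 0.5 μM. Of its genes 0 were called and 0 had an unadjusted p-value under 0.05.

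The largest rises at 0.5 μM under the naming rule were SERPINB2 (4.31, standard error 0.34), IL24 (3.71, standard error 0.22), DHRS2 (3.39, standard error 0.20), H4C8 (2.98, standard error 0.21) and H4C14 (2.90, standard error 0.21), with edgeR adjusted p-values of 4.77e-05, 7.6e-06, 7.6e-06, 2.26e-05 and 2.26e-05. SERPINB2 rose most at the lowest dose, by 5.93. H4C14 has a near-identical copy, H4C15, and its value is uncertain. The largest falls besides FOSB and NEDD9 were NR4A3 (-2.40, standard error 0.43), NR4A1 (-2.30, standard error 0.41) and NR4A2 (-2.17, standard error 0.39), with edgeR adjusted p-values of 0.00843, 0.00853 and 0.00904. Without replicate 1 of untreated day 4, NR4A3 was -1.54 and NR4A2 -1.51. In each case both samples at 0.5 μM lay beyond both untreated samples, as the rule requires. The text of the paper does not name these genes.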
